# Analysis of Transcriptome and Terpene Constituents of Scots Pine Genotypes Inherently Resistant or Susceptible to *Heterobasidion annosum*

**DOI:** 10.3389/fpls.2022.947734

**Published:** 2022-07-13

**Authors:** Mengxia Liu, Kai Wang, Matti Haapanen, Rajendra P. Ghimire, Minna Kivimäenpää, Fred O. Asiegbu

**Keywords:** differential expression, monoterpene, pine, resistance breeding, root rot, WGCNA

## Abstract

Root and stem rot caused by *Heterobasidion annosum* is a severe problem in boreal Scots pine. Dissecting the features of disease resistance is generally an essential step in resistance breeding in plants and forest trees. In this study, we explored inherent resistance factors of Scots pine against *H. annosum*. A total of 236 families consisting of 85 full-sib (FS), 35 half-sib population mix (HSpm), and 116 half-sib (HS) families of Scots pine seedlings were inoculated with a *H. annosum* isolate. We sampled needle tissues before inoculation for terpene measurements and RNA sequencing. Based on the lesion area, the extremes of 12 resistant and 12 susceptible families were selected for further analyses. Necrotic lesions resulting from fungal infection were in a weak to moderate relationship with the plant height. Monoterpenes were the principal terpene compounds observed in Scots pine seedlings. Concentrations of 3-carene were significantly higher in pine genotypes inherently resistant compared with susceptible seedlings. By contrast, susceptible genotypes had significantly higher proportions of α-pinene. Gene ontology analysis of differential expressed transcripts (DETs) revealed that response to biotic factors was enriched in resistant seedlings. Functional characterization of individual DETs revealed that higher expression of transcripts involved in response to abiotic stress was common in susceptible genotypes. This observation was supported by the annotation of hub genes in a key module that was significantly correlated with the lesion trait through weighted gene co-expression network analysis (WGCNA) of 16 HS and HSpm samples. These findings contribute to our understanding of constitutive resistance factors of Scots pine against *Heterobasidion* root and stem rot diseases.

## Introduction

The root and stem rot fungi *Heterobasidion parviporum* and *Heterobasidion annosum* within a species complex *Heterobasidion annosum* sensu lato (Fr.) Bref. are necrotrophic pathogens causing severe diseases in forest trees in the boreal region. The preferential host of *H. parviporum* is Norway spruce [*Picea abies* (L.) H. Karst.], whereas *H. annosum* attacks preferentially Scots pine (*Pinus sylvestris* L.) and also other species, including Norway spruce and common juniper (*Juniperus communis* L.) (Müller et al., 2018). Scots pine is among the most common conifer species in Finland. It is estimated that *Heterobasidion* root rot leads to an economic loss of 50 million euros annually in Finland. Abiotic challenges, e.g., climate change is likely to make the situation worse (La Porta et al., 2008). Recently, *Heterobasidion* root rot has been found in pine trees in central Finland, which was previously solely common in southern Finland (Piri et al., 2021). Stump treatment using urea or *Phlebiopsis gigantea* is commonly used to prevent *Heterobasidion* infection (Kärhä et al., 2018). However, the prospect of using resistant genotypes obtained through breeding is a potential and durable approach to manage root and stem rot diseases. Genetic resistance breeding in forest trees is ongoing in some tree species such as *Picea sitchensis* and *Pinus taeda* (Sniezko and Koch, 2017; Naidoo et al., 2019).

Plants including forest trees elicit a series of defense reactions when encountering biotic and abiotic stresses. There are elaborate interactions between biotic and abiotic stress responses. The terminology “cross-tolerance” has recently been used to describe a situation where defense responses induced by one type of stress increase tolerance to other types of stresses (Ramegowda et al., 2020). Nevertheless, abiotic stressors may also result in plant susceptibility to pathogens (Nejat and Mantri, 2017). Chemical defense, including phenolics and terpenes, is a strong defense line for forest trees to fight biotic stress. Terpenes play active roles in plant defense to multiple biotic stresses (Keeling and Bohlmann, 2006; Celedon and Bohlmann, 2019; Toffolatti et al., 2021). For example, (+)-3-carene is a monoterpene constitutively produced in many members of Pinaceae for defense against biotic agents (Fäldt et al., 2003; Hall et al., 2011; Roach et al., 2014). The correlation study of preformed terpene contents in trees and the degree of resistance will aid in a better understanding of their roles in tree defense. Candidate genes in the terpenoid pathway in Scots pine are relevant to *H. annosum* resistance (Mukrimin et al., 2019). Lignin and flavonoid biosynthetic genes together with phenolic and terpene compounds influence root rot resistance (Kovalchuk et al., 2019; Liu et al., 2022). Such findings have shed light on the feasibility and necessity to identify genetic and chemical markers for the prediction of resistant genotypes to improve resistance in conifer trees against root rot diseases.

A transcriptomic analysis offers substantial information on gene expression on a genomic scale and assists researchers in intensely exploring the molecular cues of tree resistance (Kovalchuk et al., 2013; Celedon et al., 2017; Lowe et al., 2017). Thus, conventional methods to test resistant phenotypes, coupled with novel tools such as metabolomics, genomic, and transcriptomic analysis, would deepen our knowledge in tree defense and further accelerate the breeding process. In this study, we sampled needle tissues prior to inoculation and inoculated 236 Scots pine full-siblings and half-siblings with *H. annosum*. Terpene measurements and differential expression analysis coupled with weighted gene co-expression network analysis (WGCNA) using RNA sequencing (RNA-seq) data were carried out to investigate defense mechanisms underlying inherent resistance. Moreover, we analyzed individual transcripts according to their roles in signaling pathways that are central for crosstalk between biotic and abiotic stress responses. We aimed to explore constitutive variation in different resistant phenotypes.

## Materials and Methods

### Plant and Fungal Materials, Needle Sampling, Inoculations, and Measurements

In May 2019, Scots pine seedlings (*ca* 1-year-old, 1,447 seedling plants in total) consisting of 85 full-sib (FS) families, 35 half-sib population mix (HSpm) families, and 116 half-sib (HS) families (Supplementary Table 1) were provided by the Natural Resources Institute Finland (Luke). Each family had six plants, three treated as control (wounds without fungal infection) and three as infected (wounds plus fungal infection). Seedlings were potted using FPM 420 peat substrate (Kekkilä Professional, Finland), and those from different treatments or family types were placed on separate greenhouse tables. Seedlings within the same treatment and family type were randomly arranged. HSpm was originally composed of 50 families from Poland, southern Sweden (Gullabo), southern Finland (Uusikaupunki), central Finland (Kälviä), and northern Finland (Kolari), with 10 families per region. In total, 35 families survived the transfer to the greenhouse, 2, 7, 7, 9, and 10 families from Poland, southern Sweden, southern, central and northern Finland, respectively.

After a 2-month acclimatization in the greenhouse, needle tissues of each plant were sampled before inoculation and stored at −80°C for further use. One *H. annosum* isolate (homokaryon, 03007) previously shown to induce strong necrotic lesions was cultured at 20°C on malt extract–sawdust agar plates (MEA-S) containing 2% Scots pine sawdust, 2% malt extract, and 1.8% agar for 2 weeks before inoculation. In July 2019, inoculations were conducted on the stem at *ca* 15 cm above the greenhouse table according to the following steps: surface sterilization of the stem with 70% ethanol, drilling a hole with the puncher of 2 mm in diameter, and filling the punched hole with MEA-S agar plugs pre-colonized by *H. annosum*. Control treatments received mock inoculation after wounding. Both treatments were sealed with Parafilm M (Heathrow Scientific, USA). At 3 months post-inoculation, the height of each plant was measured from the bottom to the top branches. At 4 months post-inoculation, sapwood lesions of all plants were measured. Lesion size was the sum of vertical and horizontal lesions as described by Keriö et al. (2015). Lesion area was measured using Fiji-ImageJ 1.51 software (Rueden et al., 2017). Lesion area (family mean) of the control and infected plants in each family type were compared by a two-tailed unpaired *t*-test. Lesion area of HSpm infected plants from three regions in Finland was compared using one-way analysis of variance (ANOVA) followed by Tukey's multiple comparisons at 0.05 confidence level. Pearson correlation coefficients and *p* values between lesion size, lesion area, and height based on family means by treatments were computed using the corr. test function in the package psych in R 4.1.0 (R Core Team, 2021; Revelle, 2021).

### Heritability Estimation

Heritability of lesion area was estimated at an individual (${\text{h}}_{\text{HS}}^{2}$, ${\text{h}}_{\text{FS}}^{2}$) and family-mean basis (${\text{h}}_{\text{HSfam}}^{2}$, ${\text{h}}_{\text{FSfam}}^{2}$) separately in the HS and FS data sets using the following equations:

$$\begin{array}{lll} \;h_{HS}^{2}\; & = & \;4\sigma_{GCA}^{2}/(\sigma_{GCA}^{2}+\sigma_{E}^{2})\\ h_{HSfam}^{2}\; & = & \;\sigma_{GCA}^{2}/\left(\sigma_{GCA}^{2}+\left(\sigma_{E/nH}^{2}\right)\right)\\ \;h_{FS}^{2}\; & = & \;4\sigma_{GCA}^{2}/(2\sigma_{GCA}^{2}+\sigma_{SCA}^{2}\;+\;\sigma_{E}^{2})\\ h_{FSfam}^{2}\; & = & \;2\sigma_{GCA}^{2}/\left(2\sigma_{GCA}^{2}+\sigma_{SCA}^{2}\;+\left(\sigma_{E/nH}^{2}\right)\right) \end{array}$$

where $\sigma_{\text{GCA}}^{2}$ is the variance of the general combining ability (GCA), $\sigma_{\text{SCA}}^{2}$ is the variance due to the specific combining ability (SCA), $\sigma_{\text{E}}^{2}$ is the error (residual) variance, and n_H_ is the harmonic mean of the ramets per family (in this case, n_H_ = 6.11 and n_H_ = 5.99 for HS and FS, respectively). The variance components were derived from two mixed models where *Treatment* was a fixed factor and female (HS) or female and male parents (FS) were the random factors. The GCA referred either to the effect of the female parent (HS) or to the average effect of female and male parents (FS). The SCA was an interaction of a specific female–male combination (only estimable from the full-sib data). The analysis was performed using the ASReml software (Gilmour et al., 2015).

### Terpene Analysis

Terpene compounds of needles sampled before inoculation from 12 resistant and 12 susceptible families were quantified as described earlier (Liu et al., 2022). Approximately 100 mg fresh weight of needle tissues was ground in liquid nitrogen and was then extracted in 2 mL of n-hexane at room temperature for 2 h and washed twice with 2 mL n-hexane. The compound 1-chloro-octane (70.1 μg) was used as an internal standard. The extracts were analyzed using a 6890A gas chromatograph (Agilent Technologies, USA) equipped with a HP-5MS UI column (30 m × 0.25 mm × 0.25 μm, Agilent J&W Scientific, USA) and connected to a 5,973 inert mass selective detector (Agilent Technologies, USA). Helium was used as the carrier gas, and linear velocity was about 40 cm/s. The pulsed splitless sampling technique was used with the pulse pressure 25 psi and duration of 0.5 min, and 1 μl was injected. The initial oven setpoint temperature of 50°C was held for 1 min and the column temperature was increased from 50 to 115°C at 5°C/min, then to 280°C at 15°C/min and held for 10 min. Mass numbers from m/z 33 to 350 were recorded. Authentic standards, ChemStation software, as well as Wiley275 and Nist17 libraries were used to identify and quantify monoterpenes and sesquiterpenes. Compounds for which authentic standards were not available were quantified using a compound with a similar chemical structure. For each terpene compound, concentrations μg/mg fresh weight of needle tissues were shown as the mean of 36 resistant or 36 susceptible seedlings (12 resistant and 12 susceptible families, 3 seedlings per family), and the comparison between the two groups was assessed by two-tailed unpaired *t*-test. Pearson correlation coefficients with statistical significances between lesion area and terpene concentrations were computed using the same method as described above.

### Transcriptome Analysis

Total RNA was extracted from *ca* 100 mg of ground needle tissues sampled prior to the inoculation using the method previously described by Chang et al. (1993). The ground sample was transferred to a sterile 2 ml Eppendorf tube, and 900 μl extraction buffer (preheated at 65°C) and 9 μl DTT (1 mol/L) were added. The extraction buffer contained 2% CTAB, 4% PVP (K30), 100 mM Tris-HCl, 25 mM EDTA, and 2 M NaCl. The mixture was vortexed and incubated at 65°C for 15 min. Equal volumes of chloroform: isoamyl alcohol (24:1) were added, followed by mixing well, and centrifugation at 10,000 g at room temperature for 10 min. The upper phase was transferred to a new 2 ml Eppendorf tube and then equal volumes of chloroform: isoamyl alcohol (24:1) were added and the above step was repeated. To precipitate RNA, 1/4 volume of 10M LiCl (42.4 g/mol) was added, mixed well, and kept at 4°C overnight. The sample was centrifuged at 10,000 g at 4°C for 30 min. The supernatant was pipetted out and the pellet was washed by adding 100 μl cold 70% ethanol. The centrifugation was repeated for 5 min. The supernatant was pipetted out and the pellet was dried in the sterile hood. The pellet was resuspended in 10–20 μl nuclease-free water. Extracted RNA was quantified by NanoDrop 2000c (Thermo Fisher Scientific, USA) and quality checked with Agilent 2100 bioanalyzer (Agilent Technologies, Germany). Equal amounts (1 μg) of total RNA from three seedlings per family were pooled together as one sample. Samples of 12 resistant and 12 susceptible families (36 resistant and 36 susceptible seedlings) for terpene detection were also used for RNA-seq. RNA-seq was performed with paired-end (150 bp) sequencing using an Illumina NovaSeq 6000 platform at Novogene (UK). RNA-seq reads for 24 samples are available in the NCBI GEO database with the accession number GSE200311. SortMeRNA v4.2.0 was used to remove ribosomal RNAs from raw reads (Kopylova et al., 2012), followed by the trimming of low-quality reads at Q < 20 in 5-base sliding windows and adaptor sequences by Trimmomatic v0.39 with a minimum length of 50 bp (Bolger et al., 2014). Trimmed reads were qualified by FastQC v0.11.8 and MultiQC v1.8. *De novo* transcriptome assembly was constructed with trinity 2.11.0 (Grabherr et al., 2011), with setting normalize max read cov 50 and min kmer cov 2. A trinity assembly with a size of 288 Mb was produced with GC content 42.08% and E90N50 value 1,824 bp. Sample-specific alignment was conducted with bowtie2 (Langmead and Salzberg, 2012). Alignment-based quantification was performed with RNA-Seq expression estimation by Expectation-Maximization (RSEM) (Li and Dewey, 2011).

Differential expression analysis for each family type was carried out using the package DESeq2 in R (Love et al., 2014). Transcripts that were expressed over one count in at least four libraries were kept. Transformed data by variance stabilizing transformation (VST) were input to perform principal component analysis (PCA). To produce a list of differentially expressed transcripts (DETs), cut-offs were set as Benjamini-Hochberg adjusted *p* value (FDR) < 0.05 and fold change (FC) > 2. Gene ontology (GO) enrichment of DETs was analyzed using the R package clusterProfiler (Wu et al., 2021). GO terms of all Trinity assembly transcripts were annotated through Blast2GO (Conesa et al., 2005). The description file of all GO terms (go-basic.obo) was downloaded from the Gene Ontology database. Significantly enriched terms (FDR < 0.05) were eliminated due to gene overlaps using the function reduce_overlap in the package GOplot in R (Walter et al., 2015). The R package WGCNA was used for co-expression network analysis of HS and HSpm samples (Langfelder and Horvath, 2008). Lowly expressed transcripts with count <1 in all libraries and count <100 in at least eight libraries were removed followed by VST transformation. Gene modules were detected using 1-step network construction function blockwiseModules with proper soft-thresholding power, minimum module size of 100, and merging threshold function of 0.25. Hub genes in the key module were identified using cut-offs of eigengene-based connectivity (KME) ≥ 0.8 and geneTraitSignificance ≥ 0.2.

## Results

### Necrotic Lesions and Correlations With Plant Height

Necrotic lesions observed in the stem sapwood caused by *H. annosum* infection were larger than those of the control samples (Figure 1A and Supplementary Table 2). The average lesion area of control and infected seedlings was 3.2 mm^2^ (SE 0.07 mm^2^) and 6.3 mm^2^ (SE 0.09 mm^2^), respectively, with significant differences at *p* < 0.001 for the comparison between the two treatments in each family type. Variations in lesion size, lesion area, and plant height were detected among families and data of the above traits were normally distributed (Figure 2). Lesion area of infected samples ranged from 3.8 to 10.8, 4.0 to 9.3, and 2.3 to 7.9 mm^2^ for FS, HS, and HSpm, respectively (Figure 1C and Table 1). Lesion size was strongly correlated with lesion area. Plant height showed a weak to moderate relationship with lesion area, of which coefficients were 0.18 and 0.37 for control and infected samples, respectively (Figure 2). Individual heritability estimates of lesion area of FS and HS were similar, around 0.35, whereas FS represented a larger value on the family-mean basis at 0.53 than HS at 0.38 (Table 2).

**Figure 1:**
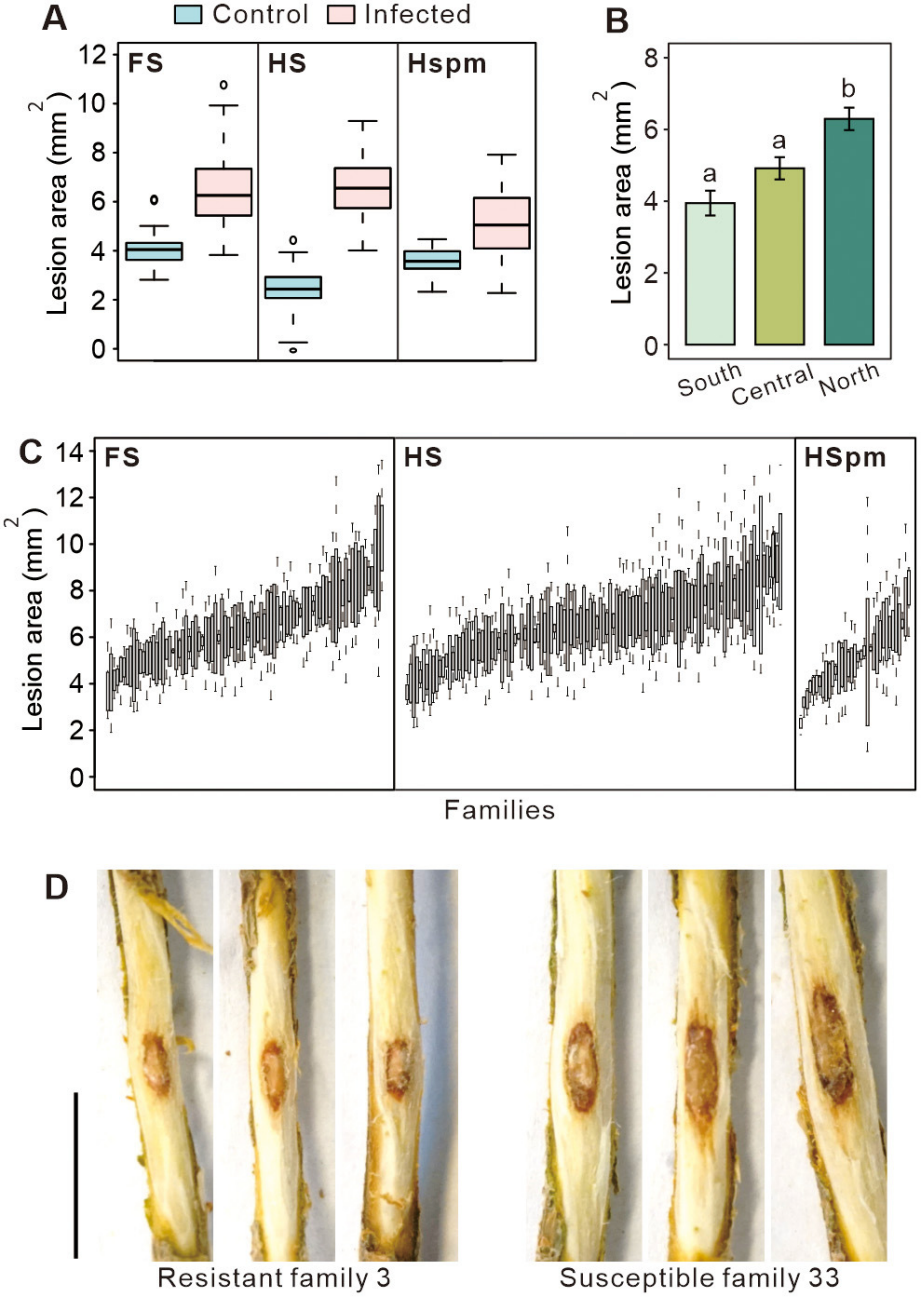
Lesion measurements of Scots pine (*Pinus sylvestris* L.) seedlings treated as control and *Heterobasidion annosum*-infected. **(A)** Boxplots of lesion area of control and infected samples (FS, full-sib, *n* = 85; HS, half-sib, *n* = 116; HSpm, half-sib population mix, *n* = 35). **(B)** Means of lesion area of infected HSpm families from the south (family 293-302, *n* = 7), central (family 283-292, *n* = 9), and north (family 303-312, *n* = 10) of Finland. Error bars represented the standard error of the mean. Statistical significances were marked with distinct letters above the error bars using one-way ANOVA followed by Turkey's multiple comparisons at the 0.05 confidence level. **(C)** Boxplots of family-mean lesion area of infected FS, HS, and HSpm seedlings. **(D)** Necrotic lesions were observed in the sapwood in a resistant family (FS family 3) and a susceptible family (FS family 33). Black lines were the scale bars of 10 mm.

**Figure 2:**
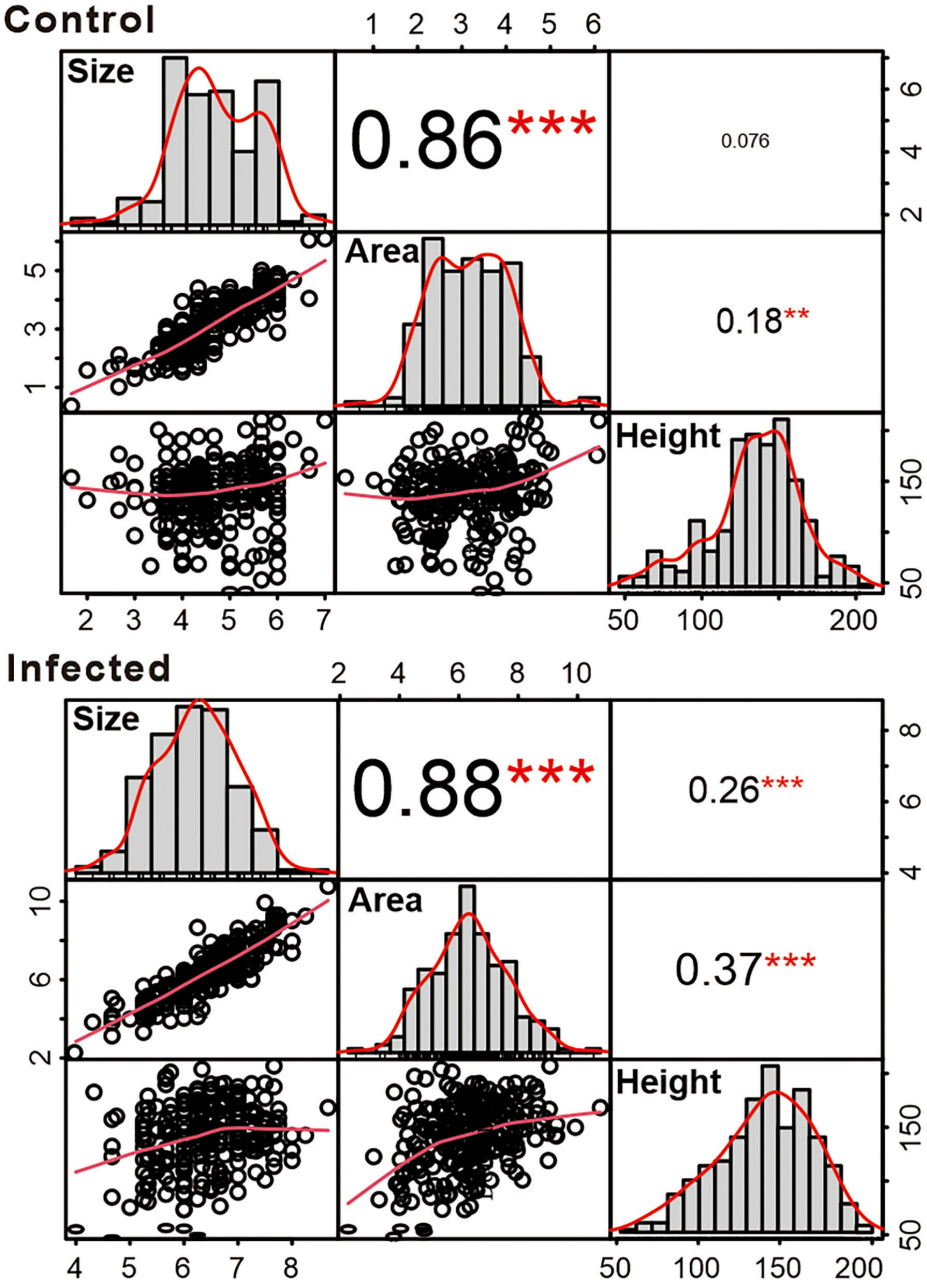
Correlation matrix plot between lesion size, lesion area, and height of Scots pine (*Pinus sylvestris* L.) families treated as control and *H. annosum*-infected (*n* = 236). Bivariate scatterplots with a fitted smooth line were under the diagonal. Pearson correlation coefficients with significance levels were above the diagonal and asterisks indicated the significant differences (*p < 0.05, **p < 0.01, ***p < 0.001).

**Table 1:** Lesion area (mean and standard error, SE) of resistant and susceptible Scots pine (*Pinus sylvestris* L.) families after being infected by *H. annosum* (*n* = 3).

**Family type**	**Group**	**Family**	**Lesion area (mm** ^**2**^ **)**	
			**Mean**	**SE**
FS	Resistant	86	3.83	1.00
	Resistant	83	4.15	1.42
	Resistant	3	4.17	0.50
	Resistant	59	4.28	0.25
	Susceptible	13	8.98	0.66
	Susceptible	33	9.30	1.10
	Susceptible	5	9.93	1.91
	Susceptible	10	10.76	1.66
HS	Resistant	111	4.01	0.38
	Resistant	184	4.03	0.57
	Resistant	157	4.12	0.93
	Resistant	134	4.35	0.72
	Susceptible	139	9.04	0.95
	Susceptible	202	9.07	0.92
	Susceptible	168	9.25	1.49
	Susceptible	165	9.29	1.14
HSpm	Resistant	302	2.28	0.25
	Resistant	275	3.13	0.29
	Resistant	296	3.32	0.25
	Resistant	300	3.90	0.29
	Susceptible	308	6.61	1.38
	Susceptible	311	6.63	0.22
	Susceptible	303	7.65	1.60
	Susceptible	307	7.92	0.94

**Table 2:** Variances of the general and specific combining effects (GCA, SCA) and heritability of lesion area in the HS (half-sib) and FS (full-sib) data of Scots pine (*Pinus sylvestris* L.) seedlings treated as control and *H. annosum*-infected.

**Family type**	**σ^2^GCA**	**σ^2^SCA**	**σ^2^E**	**h^2^HS, h^2^FS**	**h^2^HSfam, h^2^FSfam**
HS	0.26	N/A	2.53	0.37 (0.12)	0.38 (0.08)
FS	0.19	0	2.03	0.32 (0.16)	0.53 (0.08)

*Standard errors are shown in parentheses*.

Seedlings were considered to be resistant if they had lesion areas of 2.3–4.4 mm^2^ while susceptible seedlings had a lesion area of 6.6–9.9 mm^2^. Based on the family-mean lesion area, 12 resistant and 12 susceptible families of FS, HS, and HSpm were selected for further terpene and RNA-seq analyses (Table 1). Lesions displayed obvious differences between resistant and susceptible seedlings (Figure 1D). Compared with FS and HS, HSpm seedlings showed a smaller lesion area. Families 302, 296, and 300 in HSpm from southern Finland showed enhanced resistance, whereas 307, 303, 311, and 308 from the north were mostly susceptible. Means of lesion area of infected samples increased from the south (3.9 mm^2^) to central (4.9 mm^2^) and north (6.3 mm^2^) parts of Finland (Figure 1B and Supplementary Table 3).

### Differences in Monoterpene Contents Between Resistant and Susceptible Seedlings

From needle tissues of 36 resistant and 36 susceptible seedlings which were sampled prior to inoculation, 17 monoterpene and 12 sesquiterpene compounds were quantified (Supplementary Table 4). Monoterpenes were the predominant terpene compounds, of which total concentration was *ca* 20-fold higher than sesquiterpenes. α-Pinene and β-caryophyllene showed the highest concentrations among monoterpenes and sesquiterpenes, respectively. A few monoterpenes were significantly different between resistant and susceptible seedlings (Table 3). 3-Carene was highly abundant in resistant genotypes compared to susceptible ones. By contrast, the susceptible group had highly concentrated tricyclene, β-pinene, camphene, limonene+β-phellandrene, p-cymene, and α-pinene. Contents of these compounds were positively highly correlated with each other but negatively correlated with 3-carene (Supplementary Table 5). Correspondingly, lesion area was negatively correlated with 3-carene content with a coefficient at −0.34, but positively with tricyclene and β-pinene at 0.28 and 0.26, respectively.

**Table 3:** Monoterpene concentrations (means and standard error, SE) of resistant and susceptible Scots pine (*Pinus sylvestris* L.) seedlings and their Pearson correlation coefficients (*r*) with lesion area (*n* = 36).

**Compound**	**Pearson correlation**		**Concentration (μg/mg fresh weight)**				
			**Resistant**		**Susceptible**		***p-value***
	***r***	***p***	**Mean**	**SE**	**Mean**	**SE**	
Bornyl acetate	0.04	0.768	1.19	0.22	1.94	0.41	0.115
Tricyclene	0.28	**0.016**	2.13	0.17	3.40	0.37	**0.003**
trans-β-Ocimene	−0.19	0.119	3.53	0.41	3.09	0.45	0.474
Sabinene	−0.07	0.587	3.83	0.47	5.21	0.90	0.177
β-Pinene	0.26	**0.027**	6.28	0.77	9.37	0.99	**0.016**
Myrcene	−0.10	0.402	7.03	0.60	7.01	0.50	0.973
Camphene	0.22	0.065	8.45	0.66	11.79	1.05	**0.009**
Limonene + β-Phellandrene	0.19	0.116	8.73	0.54	11.37	1.01	**0.025**
Terpinolene	−0.30	**0.010**	11.16	1.22	8.23	1.11	0.079
p-Cymene	0.14	0.245	15.63	1.17	20.98	2.11	**0.030**
3-Carene	−0.34	**0.003**	133.95	15.27	90.07	13.31	**0.034**
α-Pinene	0.16	0.167	148.32	11.33	203.51	17.61	**0.010**

*Statistical analysis was assessed with two-tailed unpaired t-test*.

*Only the compounds with the concentration of over 1.0 μg/mg fresh weight were listed*.

*P values lower than 0.05 were bold*.

### Highly Expressed Transcripts in Resistant or Susceptible Families

Each library obtained 37–54 million paired-end reads, which were *de novo*-assembled through the Trinity platform with alignment rates of 91.4–98.9%. 

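Needle RNA was sequenced in 24 libraries, each a pool of equal amounts of RNA from 3 seedlings of 1 family. Each of the family types FS, HS and HSpm has 4 resistant and 4 susceptible families, so n = 4 families in every group. The deposited table lists 179267 Trinity genes, called transcripts here as in the paper, and 45216 of them (25.2%) carry a protein name, which is the best match to a protein of another species. The library totals in the table, in counts, were 35.5 to 39.9 M (median 36.3) in resistant FS and 34.1 to 39.6 M (median 37.2) in susceptible FS. They were 35.4 to 44.3 M (median 43.1) in resistant HS and 33.8 to 36.8 M (median 35.2) in susceptible HS. In HSpm they were 34.5 to 49.3 M (median 37.4) in the resistant and 35.8 to 37.6 M (median 36.2) in the susceptible group. The paper's 37 to 54 M paired-end reads per library refer to the sequencing output, and every value here uses the totals of the table. The authors assembled the reads with Trinity and estimated expression with RSEM. The deposited values have the form of a TPM value with a resolution of 0.01 scaled to the library total. This held for 100% of the smaller nonzero values in every library, and larger values were not checked. The values were rounded to whole numbers for the count models. Levels given as CPM below derive from these values, so they carry the adjustment of TPM for transcript length and are not shares of reads. Transcripts with more than 1 count in at least 4 of the 8 libraries of a family type were tested, which left 62544 in FS, 61200 in HS and 62937 in HSpm. Resistant and susceptible families of each family type were compared with edgeR's quasi-likelihood test after TMM normalization, and a DET had a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2. Log2 fold changes are positive where the susceptible families were higher. DESeq2, the paper's tool, and limma on log2 CPM values were run beside it. In 6 libraries, those of families 86, 5, 184, 168, 302 and 307, 6092 to 12698 transcripts each were seen in that library only, against 64 to 360 in each of the other 18. These 6 comprise 1 resistant and 1 susceptible library of each family type. In HSpm the susceptible families all come from northern Finland, so phenotype and origin go together there, and the family types stood on separate greenhouse tables.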

Although we mapped the reads against an alternative reference genome of *Pinus taeda* (Pyhäjärvi et al., 2020), the mapping rates were very low for each library. Samples differing in resistance to *H. annosum* were separated along the y-axis, x-axis, and the diagonal for FS, HS, and HSpm, respectively, in PCA plots (Figure 3).

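Among the transcripts tested in FS, 780 were over 8-fold higher in susceptible family 33 than in every other FS library, against 10 to 75 in each of the others. Of the 182 of these with a protein name, 94 match retroelement or transposon proteins and 73 have names counted as genes of the chloroplast or mitochondrial genome. Such names are Protein Ycf2 and the CP47 and D1 proteins of photosystem II. The 73 include 9, 5 and 2 matches to the uncharacterized mitochondrial proteins AtMg00860, AtMg00750 and AtMg00820, names that alone do not exclude retroelement copies. Transcripts of the retroelement list took 4790 CPM in family 33 and 128 to 1270 in the other FS libraries. On the first component of FS (20.9% of the variance) family 33 scored 55.16, while the other susceptible families scored between -20.67 and -11.69. The 500 most variable transcripts after variance stabilization entered each PCA. In FS the means of resistant and susceptible samples on the first component differed with p = 1 and on the second (17.7% of the variance) with p = 0.0571 (two-sided exact permutation tests, n = 4 families against 4). In HS the first component (20.1%) gave p = 0.0571 and the second (17.3%) p = 0.343 in the same exact test. In HSpm the exact test gave p = 0.0571 on the first component (19.5%) and p = 0.0857 on the second (17.1%). The smallest p that 4 against 4 allow is 0.0286, and the groups overlapped on each of these components taken singly. Along the diagonal of the HSpm plot the scores of resistant and susceptible families lay apart, which was not tested. Without family 33 the first component of FS reached p = 0.0286 in the exact test.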

**Figure 3:**
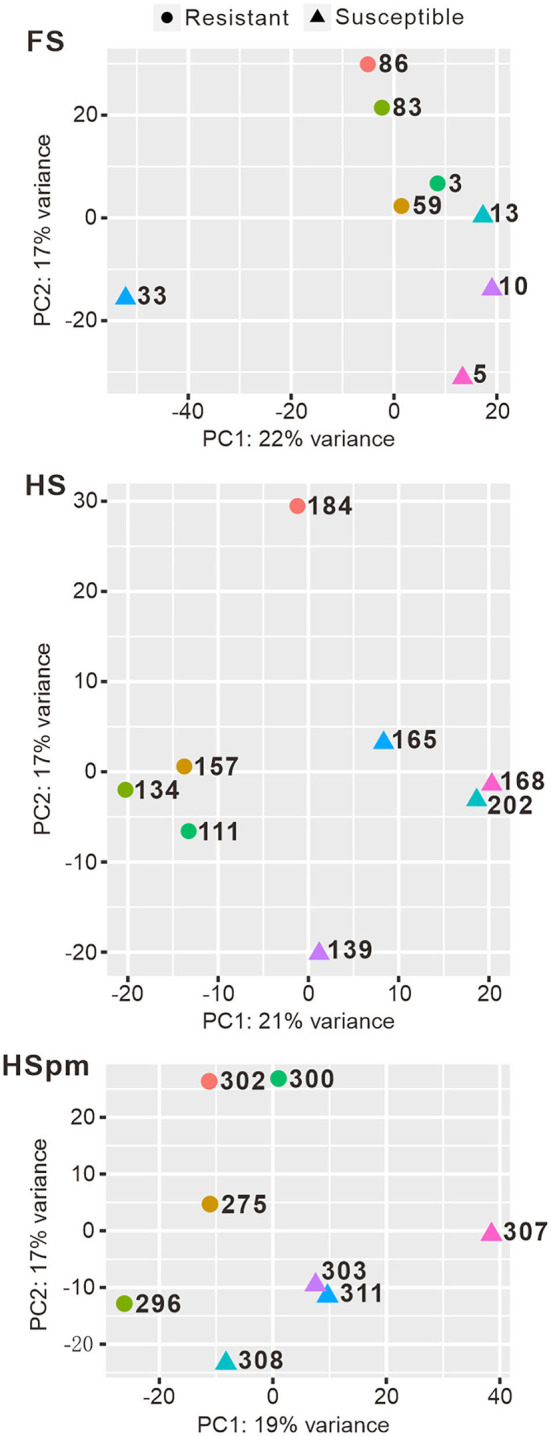
Principal component analysis (PCA) of the expression level of transcripts in resistant and susceptible Scots pine (*Pinus sylvestris* L.) seedlings.

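A transcript matching Photosystem I chlorophyll a/b-binding protein 3-1 (TRINITY_DN8077_c0_g1), an antenna protein that passes light energy to photosystem I, stood at 1680 ± 756 CPM in resistant FS families and at 15.6 ± 2.47 CPM in susceptible ones (SD, n = 4 families each). Its log2 fold change was -6.76 (standard error 0.39, adjusted p = 0.00801 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). When the Trinity genes of its assembly component were summed, the absolute log2 fold change was 0.08, and it was not called when resistant family 59 or susceptible family 33 or 5 was left out. This was the 1 DET in FS, higher in the resistant group, with 0 higher in the susceptible group, and edgeR called 0 DETs in HS and 0 in HSpm. At an unadjusted p under 0.05, 1819 transcripts differed in FS, 4165 in HS and 2295 in HSpm. P-values spread evenly between 0 and 1 would give 3127, 3060 and 3147. The counts in FS and HSpm lie below these, so this expectation is a poor guide. The higher count in HS cannot be read as an excess over chance. DESeq2 with the same thresholds called 115 DETs higher in resistant and 117 in susceptible FS. It called 184 and 475 in HS, and 152 and 159 in HSpm. limma on log2 CPM called 13 in FS, 25 in HS and 21 in HSpm. Many of the DESeq2 calls were at or near 0 in one group. At least 2 libraries of the lower group were at 0 for 119 of 232 calls in FS, 212 of 659 in HS and 170 of 311 in HSpm. Cytochrome P450 CYP736A12 (TRINITY_DN1919_c2_g4) had 11 ± 2.11 CPM in resistant FS and was at 0 in the 4 susceptible libraries. PHD finger protein ALFIN-LIKE 3 had 17.5 ± 6.07 CPM in susceptible and 0.0179 ± 0.0359 CPM in resistant FS. In HS, BURP domain-containing protein 16 had 12.0 ± 6.13 CPM in resistant and 0.0071 ± 0.0142 CPM in susceptible families, while Heterogeneous nuclear ribonucleoprotein 1 was present in both groups, at 0.55 ± 0.336 and 8.45 ± 1.13 CPM. In HSpm, a fumarylacetoacetase had 15.3 ± 11.5 CPM in resistant families and 0 in the susceptible ones, and an S-formylglutathione hydrolase 39.4 ± 31.9 CPM in susceptible families and 0 in the resistant ones. The smallest adjusted p from edgeR was 0.0881 in HS and 0.634 in HSpm.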

Differential expression analysis of each family type identified transcripts that were highly expressed either in resistant or susceptible seedlings (Supplementary Table 6). 

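Flavonoid and phenylpropanoid enzymes, lipoxygenases, wax enzymes, heat shock proteins and hormone genes were compared as lists of protein names, because the table holds no GO terms. The lists were fixed before the data were examined but after Supplementary Tables 7 and 8, which hold the DETs and hubs of these same libraries, had been read. Of 35 such lists, 19 in HS, 5 in FS and 2 in HSpm had an adjusted p under 0.05 from camera with a preset correlation of 0.01. This test compares a list with the other tested transcripts, so passing it does not show that the level of the list differed between phenotypes. Photosystem core proteins passed in HS (camera, adjusted p = 0.0179), while their mean log2 CPM differed by 0.04 (exact permutation test, p = 0.857). With a correlation estimated from the data, 2 lists in HS passed, those of wax, cutin and suberin enzymes and of xyloglucan endotransglucosylases, and without the 6 libraries that hold transcripts of their own both had an adjusted p of 0.152 in that test. Under the estimated correlation camera passed 0 lists in FS and 0 in HSpm, where 2 and 1 lists had an unadjusted p under 0.05. With the preset one, 11 of 35 splits of the FS libraries into 4 and 4 passed at least 5 lists, and 22 of 35 in HSpm at least 2. In HS the next highest split passed 18. Passing at the preset correlation therefore does not exclude chance.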

Functional analysis of subsets of DETs showed two significantly enriched GO terms in HSpm and 23 terms in HS (Figure 4). 

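Flavonoid enzymes make pigments and antimicrobial phenolics from the phenylpropanoid pathway. In HSpm the 346 tested transcripts of phenylpropanoid and flavonoid enzymes had a median log2 fold change of -0.06, with 156 higher in susceptible and 190 higher in resistant families. At an unadjusted p under 0.05 from edgeR, 9 were higher in susceptible and 14 in resistant families, 0 were DETs by edgeR, 0 passed when adjusted over the list alone, and DESeq2 called 1. Dirigent protein 23 (TRINITY_DN18867_c0_g1), a protein that guides the coupling of lignan precursors, was at 40.9 ± 7.73 CPM in resistant and 20.4 ± 2.18 CPM in susceptible HSpm (SD, n = 4 families each; log2 fold change -1.0, standard error 0.17, adjusted p = 0.657 from edgeR's quasi-likelihood test). UDP-glucosyl transferase 73B2, which attaches glucose to flavonols, had 4.50 ± 2.83 CPM in resistant HSpm and was at 0 in the susceptible libraries. Pathogenesis-related proteins had a median of -0.05 over 236 transcripts, with 7 higher in susceptible and 10 in resistant families at an unadjusted p under 0.05 and 0 DETs by edgeR (DESeq2 called 3). Histones had a median of -0.30 over 219 transcripts in HSpm (camera, adjusted p = 1.15e-06, and 0.152 with an estimated correlation). Histone H2B.6 was at 108 ± 2.00 CPM in resistant and 79.8 ± 8.70 CPM in susceptible families (SD, n = 4). Expansins, which loosen cell walls during growth, had a median of -0.36 over 57 transcripts (camera, adjusted p = 0.016, but 0.851 with an estimated correlation).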

Resistant samples of HSpm were enriched in DETs involved in the flavonol biosynthetic process and response to other organisms. While HS-resistant samples were enriched in auxin metabolic process and linoleate 9S-lipoxygenase activity, other terms such as hormone activity, cellular response to heat, and wax biosynthetic process were mostly prevalent in susceptible genotypes.

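In susceptible HS, enzymes that build the waxy and corky surface layers rose together, with a median log2 fold change of 0.60 over 225 transcripts, 173 of them higher in susceptible families (camera, adjusted p = 3.28e-11; adjusted p = 0.0443 with an estimated correlation). Protein ECERIFERUM 2, which acts in the elongation of wax precursors, was at 2.52 ± 1.28 CPM in resistant and 10.7 ± 2.61 CPM in susceptible HS (SD, n = 4 families each), and Wax ester synthase/diacylglycerol acyltransferase 11 at 3.04 ± 1.11 and 10.6 ± 0.529 CPM. Of the list, 52 were higher and 3 lower in susceptible HS at an unadjusted p under 0.05 from edgeR, 0 were DETs by edgeR, 13 passed when adjusted over the list alone and DESeq2 called 16. Xyloglucan endotransglucosylases, which remodel the walls of growing cells, rose as well, with a median of 0.60 over 93 transcripts (camera, adjusted p = 5.86e-10; adjusted p = 0.0407 with an estimated correlation). Lipid transfer and GDSL proteins rose with a median of 0.42 over 211 transcripts (camera, adjusted p = 1.52e-07; adjusted p = 0.0646 with an estimated correlation). A non-specific lipid-transfer protein (TRINITY_DN3644_c0_g1) was at 352 ± 93.3 CPM in resistant and 921 ± 206 CPM in susceptible families. Terpenoid enzymes fell in susceptible HS, with a median of -0.35 over 145 transcripts (camera, adjusted p = 0.00228; adjusted p = 0.0646 with an estimated correlation). Terpenoid enzymes include Myrcene synthase, at 70.3 ± 23.1 CPM in resistant and 41.6 ± 7.60 CPM in susceptible families. Linoleate 9S-lipoxygenase A (TRINITY_DN2419_c0_g2), which oxidizes linoleic acid on the way to oxylipins, was at 68.0 ± 19.8 CPM in resistant and 24.0 ± 4.77 CPM in susceptible HS (log2 fold change -1.50, standard error 0.24, adjusted p = 0.272 from edgeR's quasi-likelihood test). Resistant HS libraries had a median total of 43.1 M and susceptible ones of 35.2 M.

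**Figure D1:**
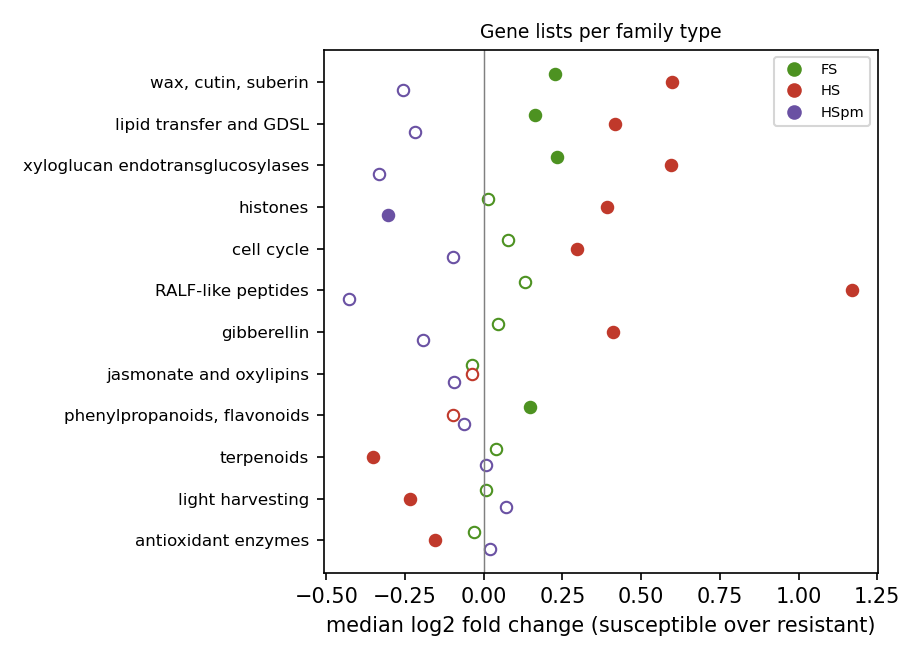
Median log2 fold change (susceptible over resistant) of the transcripts of 12 gene lists in FS, HS and HSpm. Filled points have an adjusted p under 0.05 from camera with the preset correlation and open points do not; the wax, cutin and suberin list lies at 0.60 in HS.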

**Figure 4:**
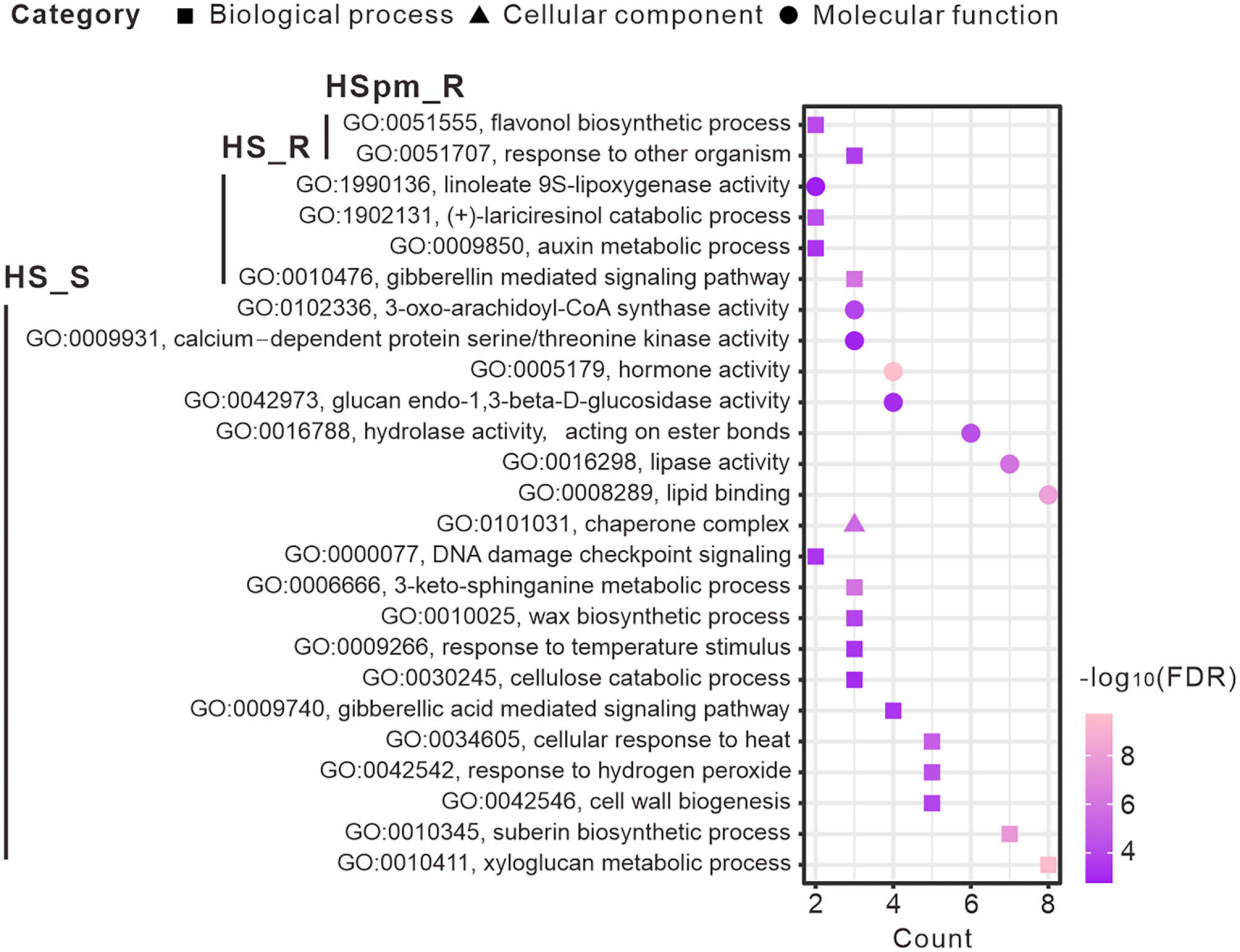
Enriched GO terms of DETs under biological process, cellular component, and molecular function.

Among DETs of each family type, 36–57% were annotated (Supplementary Tables 6, 7). 

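Named and unnamed transcripts were counted among the calls of each family type. The 1 DET by edgeR, the photosystem I antenna transcript in FS, has a protein name. Among the DETs called by DESeq2, 113 of 232 in FS (48.7%), 373 of 659 in HS (56.6%) and 127 of 311 in HSpm (40.8%) had one. The share was 47.0% for those higher in resistant and 50.4% for those higher in susceptible FS, 57.1% and 56.4% in HS, and 38.2% and 43.4% in HSpm. Of the DESeq2 calls, 130 in FS, 197 in HS and 166 in HSpm had an absolute log2 fold change over 5.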

Signaling was primarily mediated by plant hormones such as jasmonic acid, abscisic acid, and gibberellins (Figure 5). 

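Gibberellin-related transcripts rose in susceptible HS, with a median log2 fold change of 0.41 over 39 transcripts (camera, adjusted p = 0.00228; adjusted p = 0.0936 with an estimated correlation). Among them, 4 gibberellin-regulated proteins, small cysteine-rich proteins that follow gibberellin, had log2 fold changes of 1.70 to 2.82, with adjusted p between 0.314 and 0.45 from edgeR's quasi-likelihood test. Gibberellin-regulated protein 8 (TRINITY_DN16936_c0_g1) was at 50.0 ± 29.4 CPM in resistant and 194 ± 17.6 CPM in susceptible HS (SD, n = 4 families each). Jasmonate and oxylipin transcripts had a median of -0.04 over 108 transcripts in HS, with 4 higher and 7 lower in susceptible families at an unadjusted p under 0.05, 0 DETs by edgeR, 5 lower when adjusted over the list alone and 3 lower by DESeq2. Allene oxide synthase, an early enzyme of jasmonate synthesis, was at 127 ± 19.6 CPM in resistant and 66.7 ± 7.69 CPM in susceptible HS. Linoleate 9S-lipoxygenase 1 (TRINITY_DN34223_c0_g1) was at 101 ± 28.4 CPM in resistant and 39.6 ± 12.9 CPM in susceptible HS. In HSpm, abscisic acid receptor PYL4 was represented by 2 transcripts that differed in opposite directions, with log2 fold changes of 1.62 (standard error 0.33, adjusted p = 0.657 from the same test) and -3.92 (standard error 1.17, adjusted p = 1 from the same test). The abscisic acid list had a median of 0.05 over 63 transcripts in HSpm, 0.07 over 59 in HS and -0.10 over 60 in FS, with 0 DETs by edgeR in each, against 9, 4 and 1 at an unadjusted p under 0.05, and DESeq2 called 2, 0 and 0.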

Calcineurin B-like (CBL) interacting-protein kinases (CIPKs), RALF-like proteins (RALFLs), and calcium-dependent protein kinases (CDPKs) in susceptible seedlings could play a role to regulate calcium-dependent signaling. 

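RALF-like peptides, secreted signals that act through calcium and cell wall receptors, rose in susceptible HS, with 7 of 8 transcripts higher and a median log2 fold change of 1.17 (camera, adjusted p = 2.37e-07; adjusted p = 0.0646 with an estimated correlation). Protein RALF-like 34 had 4 such transcripts with log2 fold changes of 1.06 to 2.73, and the one named TRINITY_DN2656_c0_g1 was at 12.1 ± 3.48 CPM in resistant and 35.4 ± 1.96 CPM in susceptible HS (SD, n = 4 families each; adjusted p = 0.272 from edgeR's quasi-likelihood test). The list had 0 DETs by edgeR in HS, 5 transcripts at an unadjusted p under 0.05, 5 when adjusted over the list alone and 4 called by DESeq2. Over the 10 RALF-like transcripts that passed the filter across all 24 libraries, the mean log2 CPM difference between phenotypes was higher in HS than in HSpm by 1.82 (exact permutation test, p = 0.00122, and adjusted p = 0.0171 over the 35 lists). This list too was written after the paper's tables of these libraries had been read, so its p-values are not independent evidence. Calcium-dependent protein kinases 1, 2 and 17 had log2 fold changes of 3.29, 2.03 and 4.61 in HS, with adjusted p of 0.464 to 0.567 from edgeR's quasi-likelihood test. Calcium-dependent protein kinase 2 was at 0.49 ± 0.267 CPM in resistant and 2.02 ± 0.953 CPM in susceptible HS. CBL-interacting serine/threonine-protein kinase 19, a kinase switched on by calcium sensors, was at 11.4 ± 3.61 CPM in resistant and 27.6 ± 9.35 CPM in susceptible HSpm, and kinase 23 at 2.94 ± 0.611 and 6.75 ± 1.64 CPM. Over the 304 calcium signaling transcripts of HS the median was -0.02, with 14 higher and 18 lower in susceptible families at an unadjusted p under 0.05, 0 DETs by edgeR and 5 called by DESeq2, all 5 higher in the susceptible group.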

Despite differences in resistant capability against *H. annosum*, all samples had highly expressed transcripts involved in defense encoding disease resistance proteins, pathogenesis-related proteins, and key enzymes in the phenylpropanoid and terpenoid biosynthesis. 

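Transcripts of disease resistance proteins of the NLR type, the intracellular immune receptors, numbered 1384 in FS, 1396 in HS and 1433 in HSpm, and their median log2 fold changes were -0.02, 0.14 and -0.12. In the same order, 45, 63 and 54 had an unadjusted p under 0.05, edgeR called 0 DETs in each family type, and DESeq2 called 6, 16 and 3. Pathogenesis-related proteins had medians of -0.01 in FS and 0.06 in HS over 223 and 224 transcripts. Their unadjusted p was under 0.05 for 12 transcripts in FS and 24 in HS, with 0 DETs by edgeR, 0 and 7 called by DESeq2, and 0 and 2 when adjusted over the list alone. Disease resistance protein TAO1 had 1.73 ± 1.09 CPM in susceptible HS (SD, n = 4 families) and was at 0 in the resistant libraries, and Disease resistance protein UNI had 1.83 ± 0.811 CPM in susceptible HSpm and was at 0 in resistant HSpm. Probable disease resistance protein At4g33300 had 2.64 ± 2.30 CPM in resistant FS and was at 0 in susceptible FS. Phenylpropanoid and flavonoid enzymes had a median of 0.15 over 347 transcripts in FS (camera, adjusted p = 0.00788, but 0.783 with an estimated correlation). Cinnamoyl-CoA reductase 1 (TRINITY_DN6395_c0_g1), which leads into lignin synthesis, was at 2.44 ± 0.168 CPM in resistant and 5.74 ± 0.484 CPM in susceptible FS. Monoterpene synthases had a median of 0.30 over 51 transcripts in FS (camera, adjusted p = 0.0232, but 0.4 with an estimated correlation and, at the preset one, 0.0681 without family 33). Their median in HS was -0.25 over 58 (camera, adjusted p = 0.014, and 0.0846 with an estimated correlation). Pinene synthase (TRINITY_DN7640_c1_g1) was at 141 ± 62.2 CPM in resistant and 70.3 ± 28.8 CPM in susceptible HS.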

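Transcription factor MYB106, a regulator of epidermal cells and cuticle, was at 5.67 ± 1.15 CPM in resistant and 11.9 ± 1.61 CPM in susceptible HS (SD, n = 4 families each; log2 fold change 1.07, standard error 0.19, adjusted p = 0.293 from edgeR's quasi-likelihood test). MYB73 was at 0.541 ± 0.132 CPM in resistant and 1.51 ± 0.432 CPM in susceptible FS, and MYB61 at 0.38 ± 0.267 and 2.05 ± 0.602 CPM in HSpm. The MYB list as a whole had medians of 0.05 over 212 transcripts in FS, 0.09 over 213 in HS and 0.06 over 211 in HSpm. At an unadjusted p under 0.05 from edgeR, 8 MYB transcripts passed in FS, 12 in HS and 7 in HSpm, edgeR called 0 DETs in each, and DESeq2 called 1, 2 and 1. Inorganic pyrophosphatase TTM2 (TRINITY_DN13583_c2_g1) had 0.499 ± 0.457 CPM in susceptible HSpm and was at 0 in the 4 resistant libraries (unadjusted p = 0.00238 and adjusted p = 0.716 from edgeR's quasi-likelihood test). Hydrophobic protein RCI2A, a small membrane protein of cold and salt responses, had log2 fold changes of 1.07 in HS (TRINITY_DN2884_c0_g1) and 1.51 in HSpm (TRINITY_DN2884_c0_g3).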

Susceptible samples showed increases in DETs such as MYB transcription factors (MYBs) and triphosphate tunnel metalloenzyme 2 (TTM2), as well as abundant DETs associated with abiotic stress responses (Figure 5). Susceptible samples of HS had increased levels of 22 transcripts encoding heat shock proteins (HSPs), but negligible transcript levels were observed in other samples.

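Transcripts of heat shock proteins, the chaperones that keep other proteins folded under stress, rose in susceptible HS. Of 178 tested, 129 were higher in susceptible families and the median log2 fold change was 0.55 (camera, adjusted p = 7.53e-10; adjusted p = 0.0846 with an estimated correlation). Heat shock protein 21 (TRINITY_DN59110_c0_g1), a chloroplast chaperone, was at 6.39 ± 0.702 CPM in resistant and 43.7 ± 24.6 CPM in susceptible HS (SD, n = 4 families each; log2 fold change 2.77, standard error 0.43, adjusted p = 0.272 from edgeR's quasi-likelihood test). An 18.1 kDa class I heat shock protein was at 33.7 ± 19.3 and 220 ± 89.3 CPM, and Heat shock protein 83 (TRINITY_DN1578_c0_g1), of the HSP90 family, at 32.1 ± 6.14 and 78.8 ± 24.5 CPM. At an unadjusted p under 0.05 from edgeR, 48 were higher and 2 lower in susceptible HS, 0 were DETs by edgeR, 20 passed when adjusted over the list alone and DESeq2 called 21. Over the larger set of 213 heat shock transcripts that passed the filter across all 24 libraries, the mean log2 CPM was 0.61 ± 0.07 in resistant and 1.21 ± 0.20 in susceptible HS. The difference was 0.59 (two-sided exact permutation test, p = 0.0286, the smallest that 4 families against 4 allow). In FS the difference was 0.09 (exact p = 0.314) and in HSpm -0.13 (exact p = 0.257). The level in resistant FS was 0.42 ± 0.17 and in resistant HSpm 0.61 ± 0.13. The difference in HS exceeded the mean of those in FS and HSpm by 0.61 (permutation of labels within family types, p = 0.0113; adjusted p = 0.0793 over the 35 lists). It exceeded the difference in FS by 0.50 (p = 0.0498) and that in HSpm by 0.72 (p = 0.00367) in the same permutation test. The heat shock list was written after the paper's tables of these libraries had been read, and the paper had already named HS. The p-values of this list are therefore not independent evidence. In FS 110 of 178 transcripts were higher in susceptible families, with a median of 0.14 (camera, adjusted p = 0.105), and in HSpm 78 of 176, with a median of -0.06 (camera, adjusted p = 0.722). In HSpm, Heat shock protein 21 (TRINITY_DN59110_c0_g1) was at 5.62 ± 1.27 CPM in resistant and 2.48 ± 0.60 CPM in susceptible families. Chaperones of the endoplasmic reticulum also rose in susceptible HS, with a median of 0.24 over 64 transcripts (camera, adjusted p = 2.6e-05; adjusted p = 0.0654 with an estimated correlation).

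**Figure D2:**
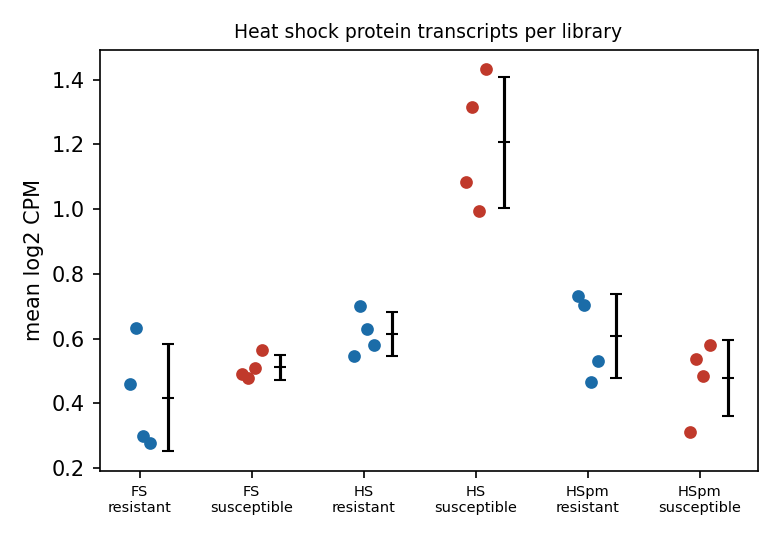
Mean log2 CPM of 213 heat shock protein transcripts in each library, by family type and phenotype; the bars give the mean and SD of 4 families. The susceptible HS libraries lie between 1.00 and 1.43, above the other libraries.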

**Figure 5:**
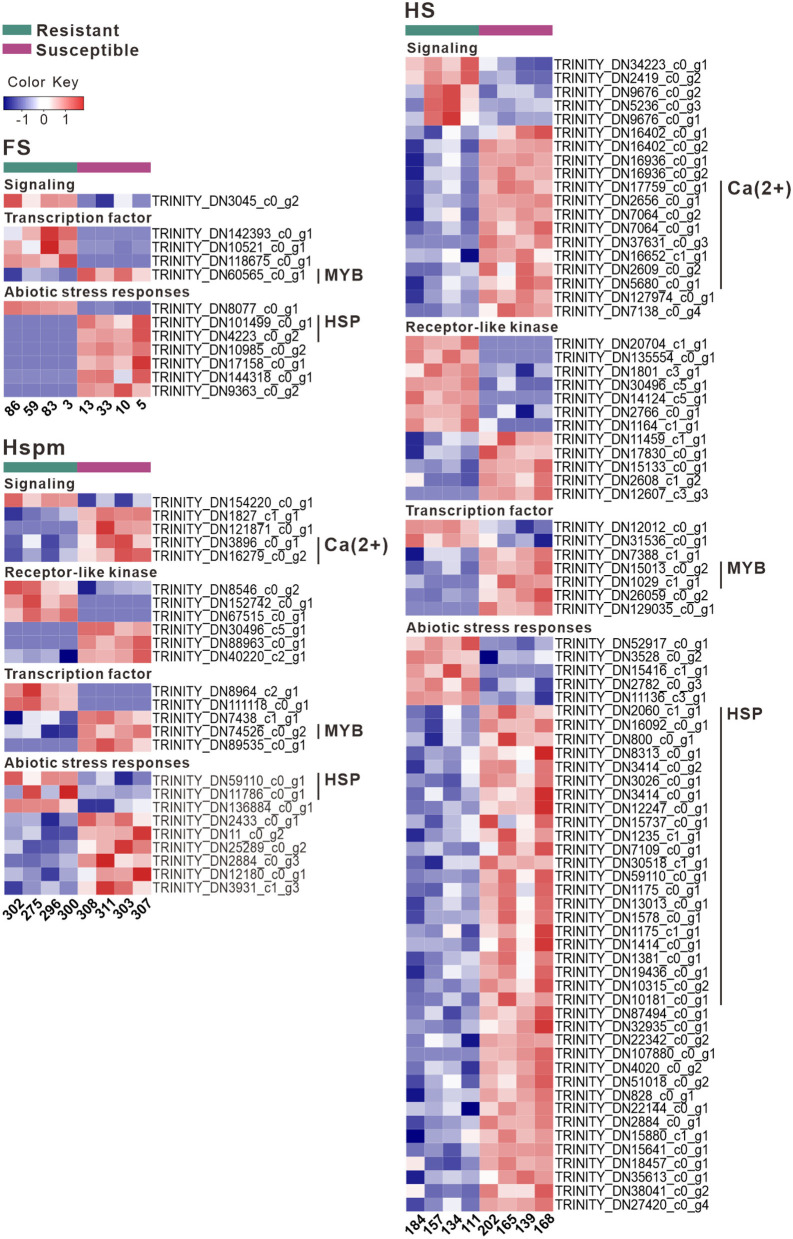
Heatmap of DETs associated with signaling pathways and abiotic stress responses.

In addition to functional characterization of DETs, we applied WGCNA to shed light on co-expression networks between transcripts according to their common expression trends across all half-sib (HS and HSpm) samples. After filtering, 20,618 transcripts were used to construct the network to find key modules of highly correlated genes. 

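The counts of the 16 HS and HSpm libraries were filtered for at least 100 counts in 9 or more libraries, a majority of the samples. This left 21345 transcripts, including 57 of the 58 annotated hub transcripts of Supplementary Table 8. Requiring 8 libraries left 22195 transcripts, and requiring all 16 libraries left 13669. The hub transcripts kept by the filter include heat shock proteins such as Heat shock protein 21 and small class I proteins.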

Samples from the same family type, having a similar lesion area clustered well (Figure 6A), where red means a large lesion and white a small lesion. Using the soft-thresholding power of 6, we identified 49 modules (Supplementary Figures 1A,B). Module size ranged from 123 to 2,448 transcripts. There were 957 transcripts in the gray module that failed to cluster to any module. 

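The 58 annotated hub transcripts of Supplementary Table 8, among them 20 heat shock proteins, were summarised by their first principal component, the hub eigengene, over the 16 HS and HSpm libraries. It held 77.1% of their variance. In susceptible HS the eigengene lay between 0.86 and 2.23 and in susceptible HSpm between -0.82 and -0.68, in SD units. In resistant HS it lay between -0.75 and 0.12 and in resistant HSpm between -0.74 and -0.27. The lesion areas of HS and HSpm families do not overlap within a phenotype, at 4.01 to 4.35 mm2 against 2.28 to 3.90 mm2 in resistant and 9.04 to 9.29 mm2 against 6.61 to 7.92 mm2 in susceptible families. The hubs were selected on these libraries for their correlation with lesion area, and the families as extremes of it, so no correlation of the eigengene with lesion area is tested here. As a description, the Pearson r with lesion area was 0.88 within the 8 susceptible families and 0.26 within the 8 resistant families. These values also compare HS with HSpm families. Within susceptible HSpm the eigengene was -0.68 in the family with the smallest lesion area (6.61 mm2) and -0.82 in the one with the largest (7.92 mm2), and within susceptible HS it was 0.86 (9.04 mm2) and 1.82 (9.29 mm2).

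**Figure D3:**
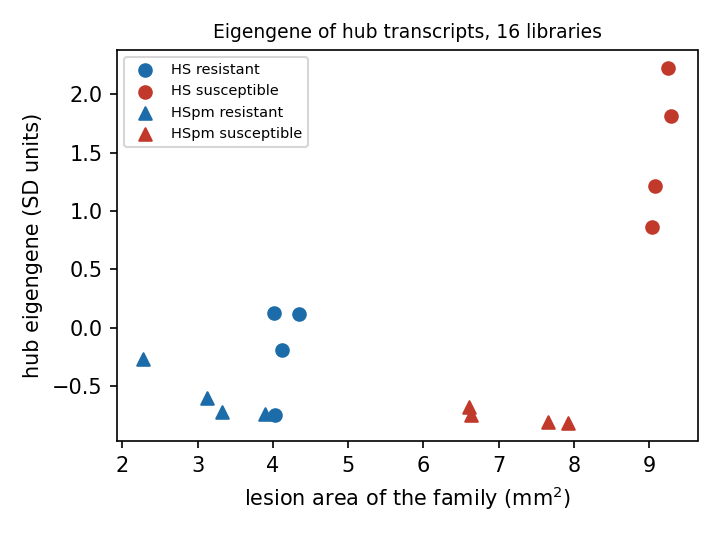
Eigengene of 58 hub transcripts against the lesion area of the family for 16 HS and HSpm libraries. The 4 susceptible HS families stand above the others, between 0.86 and 2.23, and the 4 susceptible HSpm families between -0.82 and -0.68.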

The dark gray, saddle brown, and pale turquoise modules were significantly correlated with lesion area with coefficients at −0.53, 0.59, and 0.63, respectively (Supplementary Figure 1C). We considered the pale turquoise as the key module since it was closely clustered with the lesion area (Figure 6B). A total of 196 transcripts in the module were highly correlated with the lesion area (Figure 6C). Among them, 72 transcripts were hub genes with high connectivity, and 58 of them were annotated with 20 transcripts for HSPs (Supplementary Table 8), mostly enhanced in the susceptible genotypes. 

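All 20 heat shock proteins among the hub transcripts were higher in susceptible HS, with log2 fold changes of 0.25 to 2.77 and a median of 1.39, and 17 had an unadjusted p under 0.05 from edgeR. In HSpm 10 of these 20 were higher in susceptible families and the median was -0.01. The other 38 annotated hubs were split, with 22 higher in susceptible HS and a median of 0.26. Over all 58, edgeR called 0 DETs in HS, where 31 were higher in susceptible families at an unadjusted p under 0.05 and the smallest adjusted p was 0.272. The hubs were chosen on these libraries, so neither their direction nor the p-values of their eigengene are independent evidence. The hub eigengene was higher in susceptible than in resistant families by 0.76 SD units over both family types (permutation within family types, p = 0.0298). In HS the difference was 1.71 (exact permutation test, p = 0.0286) and in HSpm -0.18 (exact permutation test, p = 0.114). The difference in HS exceeded that in HSpm by 1.89 (permutation within family types, p = 0.00163). In the paper's filter, 118 transcripts had an absolute correlation of at least 0.8 with the eigengene and of at least 0.2 with lesion area over the 16 libraries, 54 of them in Supplementary Table 8, and 74 had positive correlations that large. Leaving out any 1 of 6 HS families moved p for both family types together to between 0.0535 and 0.069 in the permutation test, and without the 4 libraries of the 16 that hold transcripts of their own it was 0.085.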

Hub genes are transcripts with high intramodular connectivity, which tend to be strongly correlated with the lesion trait.

**Figure 6:**
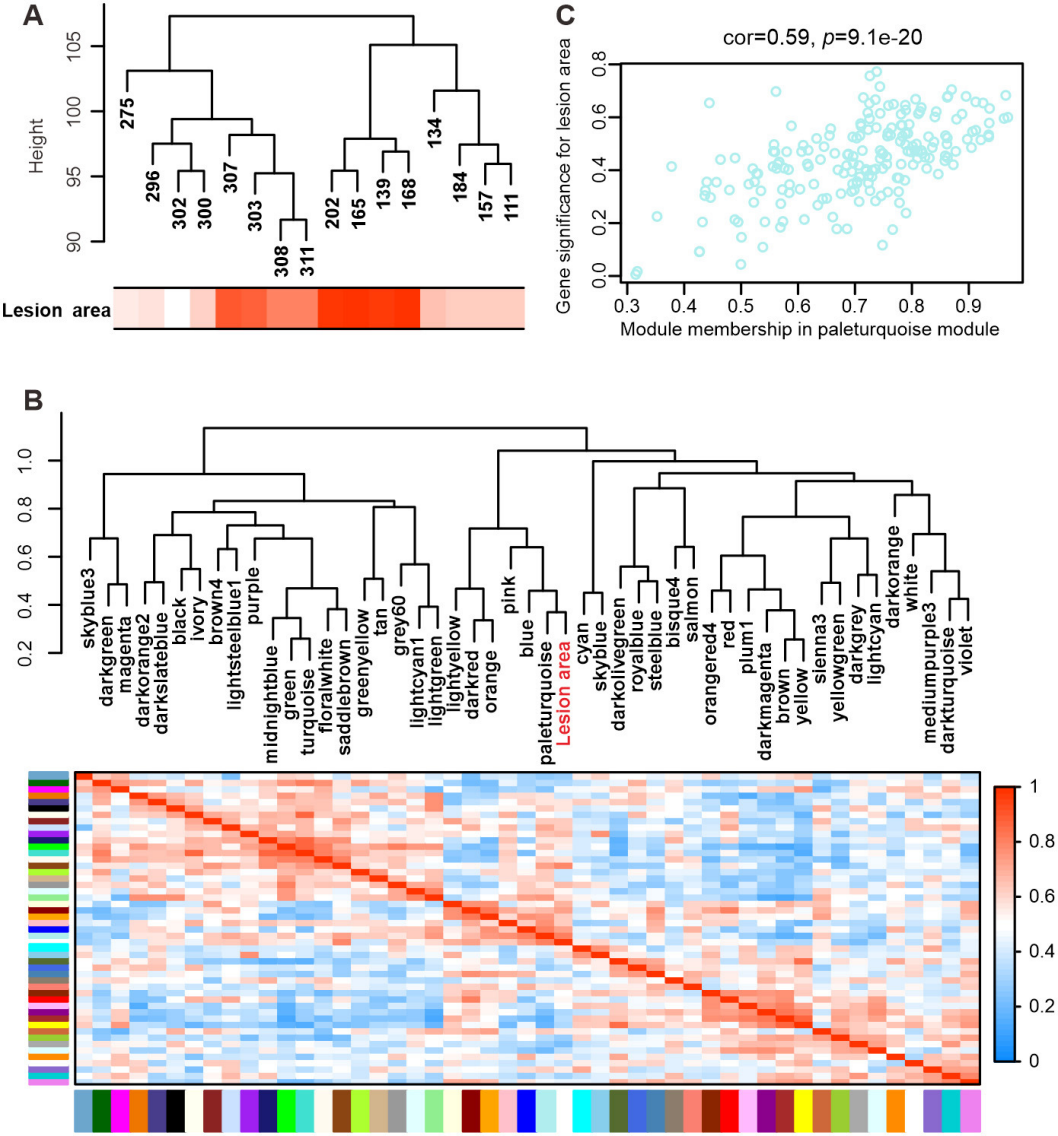
Weighted gene co-expression network analysis (WGCNA) of HS (half-sib) and HSpm (half-sib population mix) samples. **(A)** Clustering dendrogram of samples based on their Euclidean distance and the heatmap of lesion area. **(B)** Visualization of the eigengene network representing the relationships among modules and lesion area. Panel (above) shows a hierarchical clustering dendrogram of the eigengenes. Panel (below) displays a heatmap of the eigengene adjacency. **(C)** Scatterplot gene significance for lesion area vs. module membership in the paleturquoise module.

## Discussion

Lesion area, instead of lesion size, was used to evaluate resistant phenotypes, which further highlights the differences in response to fungal infection, especially for small-sized plants (Liu et al., 2022). We reasoned that lesion area could be a more accurate method to evaluate resistance partly based on the dichotomous branching and mycelia nature of fungal morphology during invasive growth. Variation in lesion area among families indicated that susceptibility to *H. annosum* varied among genotypes. Lesions observed in wounded control samples implied that defense responses could be triggered by mock inoculation (Lim et al., 2021). Moderate estimates of heritability for lesion area in FS and HS suggested that the lesion trait was influenced by host genetics. Similar results regarding disease resistance in Scots pine have been reported. Narrow-sense heritability estimates of 0.38–0.75 for Dothistroma needle blight severity differed between half-siblings and full-siblings (Perry et al., 2016). A narrow-sense heritability of 0.37 for root rot resistance was higher than those for many growth traits (Rieksts-Riekstinš et al., 2020), and the high estimates were documented to be valuable for breeding (Marčiulynas et al., 2020). A positive relationship between height and lesion area indicated that seedlings of larger size were much more susceptible to *H. annosum*. These results were consistent with a previous study by Mukrimin et al. (2019). They reported a significant correlation of 0.53 between stem diameter and phloem vertical lesion length of Scots pine seedlings at 10–15 years old resulting from *H. annosum* infection, but a negligible value for the mock control. In Norway spruce (17 years old), growth traits including diameter and height were positively correlated with lesion length in the inner bark and fungal growth (Swedjemark and Karlsson, 2004). Results with respect to phenotyping measurements suggested that resistance to *H. annosum* in Scots pine seedlings was under genetic control and supported the growth and defense trade-off hypothesis, where bigger seedlings are susceptible to fungal infection with larger lesions.

Monoterpenes, as major constituents of oleoresin, play essential roles in the physical and chemical defense of conifer trees (Kovalchuk et al., 2013). Similar to our observations, 3-carene and α-pinene were the most abundant terpene compounds in needles of Scots pine and whitebark pine trees either under healthy conditions or infected by fungal pathogens (Bullington et al., 2018; Mukrimin et al., 2019). Several highly concentrated monoterpenes were detected in tree genotypes susceptible to *H. annosum*. Terpenoid biosynthesis was documented to be enriched in Masson pine that was susceptible to pine wood nematode compared to resistant-genotypes (Liu et al., 2017). Mukrimin et al. (2019) found that the expression of α-pinene synthase in Scots pine had a positive relationship with lesion size. By contrast, increased monoterpene contents (α-pinene, tricyclene, and α-longipinene) were observed in asymptomatic (resistant) Norway spruce genotypes infected with *Heterobasidion* (Kovalchuk et al., 2019; Liu et al., 2022). Two subspecies of Scots pine showed different terpene concentrations and proportions (Achotegui-Castells et al., 2013). Variation in terpene concentrations between the samples of different susceptibility demonstrated constitutive genetic differences in resistance. Other authors have noted that the monoterpene amount increases in resistant trees after the induction of defense responses, but remains unchanged in susceptible trees (Hall et al., 2011). Thus, monoterpene contents merit to be further explored as a chemical marker for resistance or susceptibility. In our study, 3-carene was the only compound showing a negative and moderate correlation with lesion area. Notably, Scots pine trees in the south of Finland had lower α-pinene and higher 3-carene contents, but the opposite composition for the trees from the north (Muona et al., 1986; Manninen et al., 2002). In this study, smaller lesions in seedlings from southern Finland with enhanced resistance were observed. It is possible that the increased resistance could be due to the high 3-carene concentration prevalent in seedlings from southern Finland compared to northern Finland.

According to the transcriptome analysis, resistant and susceptible seedlings had comparable amounts of DETs involved in signaling pathways. 

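The signaling transcripts that Figure 5 lists comprise kinases, lipoxygenases, gibberellin-regulated proteins and RALF-like peptides. Of 25 in all, 18 were higher in susceptible and 7 in resistant families. They were 14 and 5 in HS, 4 and 1 in HSpm, and 0 and 1 in FS. Receptor-like kinases, which sense signals at the cell surface, were 8 higher in susceptible and 10 higher in resistant families among the 18 listed. Casein kinase 1-like protein HD16 had 3 transcripts that were lower in susceptible HS, with log2 fold changes of -4.24, -3.60 and -2.43. LRR receptor-like serine/threonine-protein kinase EFR (TRINITY_DN30496_c5_g1) was lower in susceptible HS, at -5.19, while in HSpm it had 1.20 ± 0.738 CPM in susceptible families and was at 0 in the resistant libraries. edgeR called 0 of these as DETs, each had an unadjusted p under 0.05, and DESeq2 called each of them. The receptor-like kinase list as a whole had a median of 0.01 over 1528 transcripts in HS, -0.01 over 1642 in HSpm and -0.08 over 1596 in FS, with 0 DETs by edgeR, and 86, 54 and 47 at an unadjusted p under 0.05, and DESeq2 called 15, 7 and 1.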

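Of 58 transcripts that Figure 5 lists under abiotic stress, 42 belong to HS, 9 to HSpm and 7 to FS, and 48 were higher in susceptible families against 9 in resistant ones, while 1 was not tested. In HS 37 of them were higher in susceptible and 5 in resistant families, each with an adjusted p of 0.272 or more from edgeR's quasi-likelihood test. Figure 5 was drawn from these samples, so the directions are not independent evidence. They include 3-ketoacyl-CoA synthases 5, 6 and 9, which elongate fatty acids for cuticular wax, with log2 fold changes of 1.01, 1.14 and 1.75. Luminal-binding protein 4, a chaperone of the endoplasmic reticulum, was at 28.2 ± 3.49 CPM in resistant and 61.8 ± 15.1 CPM in susceptible HS (SD, n = 4 families each). Galactinol synthase 1, which starts the raffinose sugars of drought and cold responses, had 1.05 ± 0.892 CPM in susceptible FS and was at 0 in the resistant libraries (adjusted p = 0.939 from edgeR's quasi-likelihood test). Late embryogenesis abundant proteins and dehydrins had a median of 0.24 over 55 transcripts in HS, with 36 higher in susceptible families. At an unadjusted p under 0.05 from edgeR, 7 of them were higher and 2 lower, with 0 DETs by edgeR and 3 called by DESeq2. Heat stress transcription factors, which switch heat shock genes on, had a median of -0.02 over 32 transcripts in HS, with 16 higher and 16 lower, 0 DETs by edgeR, 2 at an unadjusted p under 0.05 and 0 by DESeq2. Antioxidant enzymes fell in susceptible HS, with a median of -0.16 over 75 transcripts (camera, adjusted p = 0.000564; adjusted p = 0.0852 with an estimated correlation). A superoxide dismutase (TRINITY_DN9032_c0_g1), which removes superoxide, was at 304 ± 146 CPM in resistant and 123 ± 38 CPM in susceptible HS.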

Susceptible seedlings particularly in the HS family type showed a predominantly larger number of DETs associated with abiotic stress responses, which was in line with our previous findings (Liu et al., 2022). 

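Heat shock protein hubs such as Heat shock protein 83, Heat shock 70 kDa protein 8 and Chaperone protein ClpB1 were weighed against the remaining hubs, which include splicing factors and Luminal-binding protein 4. An absolute correlation of at least 0.8 with the hub eigengene was reached by 19 heat shock hubs and by 36 other hubs. The paper chose the hubs by a like threshold on these libraries, and the eigengene is computed from them, so high correlations were largely fixed in advance. Chaperone protein ClpB1, which pulls apart protein aggregates, had a correlation of 0.763, and Heat shock protein 83 of 0.987. An eigengene computed without the heat shock proteins was higher in susceptible than in resistant families by 0.73 SD units over HS and HSpm (permutation within family types, p = 0.0343), but the remaining hubs were also selected on these libraries, so this p is not independent evidence. Splicing factor SCL30A, which acts in the choice of exons, had a log2 fold change of 1.10 in HS (standard error 0.16, adjusted p = 0.272 from edgeR's quasi-likelihood test) and a correlation of 0.959 with the eigengene.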

The WGCNA study displayed a large proportion at 34.5% of hub genes for HSPs, which might contribute to enhanced seedling susceptibility to *H. annosum*. Mechanisms governing abiotic stress tolerance have been shown to have both synergistic and antagonistic effects on disease resistance (Kissoudis et al., 2014). Dissecting the interaction between stress signaling pathways can aid in understanding these different effects.

MYB transcription factors are a group of components in the modulation of stress signal transduction, regulating stress responses such as the biosynthesis of the cell wall and secondary metabolites related to defense. *PtMYB1, PtMYB4*, and *PtMYB8* are involved in the phenylpropanoid pathway in loblolly pine, and *PtMYB14* induces the sesquiterpene production in conifer trees (Bedon et al., 2010). According to the review by Ramegowda et al. (2020), OsMYB4, MYB96, and PacMYBA confer tolerance to abiotic stress and resistance against pathogens in Arabidopsis, where ABA-SA signaling networks had influence. Members of various MYB families can positively and negatively regulate cold stress responses in Arabidopsis and Korean pine (Wang et al., 2020).

Heat shock triggers the production of a group of low molecular weight proteins, HSPs in spruce and pine seedlings (Gifford and Taleisnik, 1994). As molecular chaperones, HSPs have been considered as stress proteins, enabling the activation and stabilization of signaling proteins including hormone receptors, transcription factors (TFs), and kinases (Xiang et al., 2018). The main functions of HSPs were summarized by Wang et al. (2004), with roles in protein folding, assembly, translocation, and degradation; the stabilization of proteins and membranes; and protein refolding under stress conditions. Most HSPs detected in this study belonged to the small HSP family with a molecular mass of around 20 kDa. 

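Small heat shock proteins, which bind unfolding proteins without using ATP, rose in susceptible HS. Their median log2 fold change was 1.37 over 83 transcripts, with 66 higher in susceptible families (camera, adjusted p = 7.17e-12; adjusted p = 0.0646 with an estimated correlation). A chloroplastic small heat shock protein (TRINITY_DN10181_c0_g1) was at 47.2 ± 14.4 CPM in resistant and 200 ± 91.6 CPM in susceptible HS (SD, n = 4 families each). A 17.7 kDa class I protein was at 48.2 ± 23.1 and 239 ± 236 CPM, and a 17.1 kDa class II protein at 9.11 ± 3.79 and 26.2 ± 8.78 CPM. At an unadjusted p under 0.05 from edgeR, 29 were higher and 1 lower, 0 were DETs by edgeR, 15 passed when adjusted over the list alone and DESeq2 called 13. Over the larger set of 93 small heat shock transcripts that passed the filter across all 24 libraries, the mean log2 CPM was 0.44 ± 0.07 in resistant and 1.51 ± 0.36 in susceptible HS. The difference was 1.07 (two-sided exact permutation test, p = 0.0286). In FS the difference was 0.09 (exact p = 0.457) and in HSpm -0.14 (exact p = 0.171). The difference in HS exceeded the mean of the other family types by 1.09 (permutation within family types, p = 0.011, and adjusted p = 0.0793 over the 35 lists). This list and the choice of HS also followed the paper's tables of these libraries, so these p-values are not independent evidence.

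**Figure D4:**
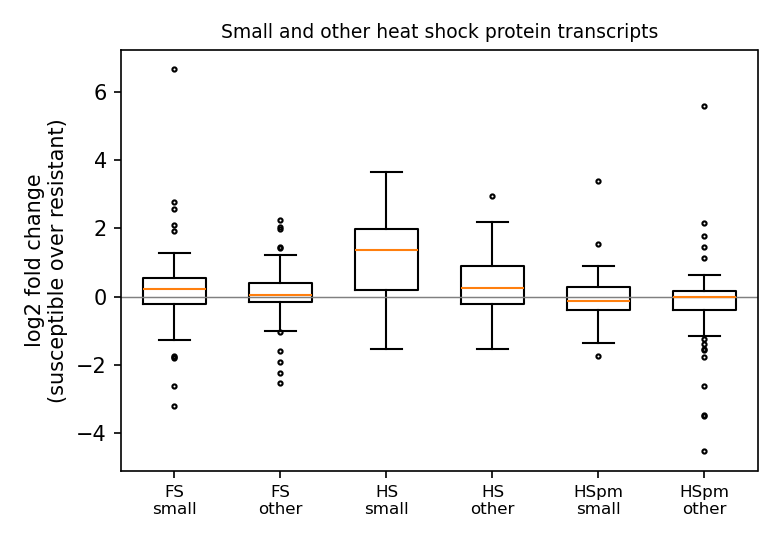
Log2 fold changes (susceptible over resistant) of small and of other heat shock protein transcripts in FS, HS and HSpm; boxes span the quartiles with the median as a line, and points lie beyond 1.5 times the box length. The median of small heat shock proteins in HS is 1.37.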

Small HSPs in plants respond to multiple environmental stressors such as heat, cold, drought, salinity stress, and their accumulation is promisingly useful to improve tolerance to stress (Wang et al., 2004; Xiang et al., 2018). Even though roles of HSPs relevant to stress tolerance have not been much studied in conifer trees compared with crop plants, a real-time PCR study of loblolly pine revealed that *HSP* genes can be induced by drought stress (Vásquez-Robinet et al., 2010), and seasonal variation in the HSP content in needles of Scots pine assists plants to adapt to temperature changes all year round (Korotaeva et al., 2012).

According to GO analysis, resistant seedlings evoke a variety of responses to repel a fungal attack, for instance, lipoxygenase (LOX) together with the ethylene response factor (ERF) and the TF function in response to necrotrophs (Bürger and Chory, 2019). 

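Over the 24 libraries, with family type as a term, edgeR tested 85496 transcripts for a difference shared by FS, HS and HSpm, heat shock, MYB and calcium signaling transcripts included. It called 0 DETs, with 4863 at an unadjusted p under 0.05 where evenly spread p-values would give 4275, and limma called 0. DESeq2 called 118 higher in resistant and 129 higher in susceptible families. Fold changes of the 56308 transcripts tested in both HS and HSpm had a rank correlation of -0.10 across transcripts, which are not independent replicates. Among the 239 transcripts with an unadjusted p under 0.05 in both, 40 differed in the same direction. Between FS and HS the rank correlation was 0.06, with 86 of 116 such transcripts in the same direction, and between FS and HSpm -0.03, with 38 of 81. Histones, for example, had a mean log2 CPM difference between phenotypes that was higher in HS than in HSpm by 0.81 (permutation within family types, p = 0.00204; adjusted p = 0.0171 over the 35 lists).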

Transcripts associated with Ca^2+^-mediated signaling, MYBs and HSPs, represented higher abundance in susceptible seedlings, which suggests that the activation of signaling pathways in abiotic stress might enhance susceptibility to root rot. Susceptible seedlings had other DETs encoding defense proteins (Supplementary Table 7). 

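PAD4 and EDS1, lipase-like partners in immune signaling, were both higher in susceptible HS. Lipase-like PAD4 (TRINITY_DN1044_c3_g1) was at 1.14 ± 0.528 CPM in resistant and 11.1 ± 5.70 CPM in susceptible HS (SD, n = 4 families each; log2 fold change 3.29, standard error 0.53, adjusted p = 0.272 from edgeR's quasi-likelihood test). Protein EDS1 was at 4.81 ± 1.53 and 10.7 ± 2.76 CPM (log2 fold change 1.16, standard error 0.30, adjusted p = 0.407 from the same test). Another PAD4 transcript (TRINITY_DN779_c0_g1) was lower in susceptible HSpm, at 0.0913 ± 0.107 CPM against 2.21 ± 0.50 CPM in resistant HSpm. Protein EXORDIUM, linked to growth under brassinosteroids, was at 4.22 ± 2.62 CPM in resistant and 27.0 ± 14.2 CPM in susceptible FS. Protein EXORDIUM-like 3 had 2 transcripts higher in susceptible HS, with log2 fold changes of 1.04 and 1.13. None of these 6 transcripts was a DET by edgeR (0 of 6), each had an unadjusted p under 0.05, and DESeq2 called each. From the higher abundance of calcium signaling, MYB and heat shock transcripts in susceptible seedlings, the paper proposes that activated abiotic stress signaling might make seedlings more susceptible to root rot.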

A negative regulator of SA-signaling, TTM2, has a negative effect on the defense response to pathogens (Ung et al., 2014). EDS1 cooperating with PAD4 triggers a hypersensitive response (HR) that cannot control the invasive growth of necrotrophic pathogens, consequently resulting in larger lesions (Feys et al., 2001). Protein EXORDIUM in the brassino-steroid-dependent regulation of growth-defense trade-offs can promote growth but suppress disease resistance (Coll-Garcia et al., 2004; Bürger and Chory, 2019), which is in agreement with positive correlations between height and lesion area in our study. Besides, it appears that seedlings from northern Finland showed enhanced tolerance to environmental challenges during transportation and re-potting, whereas they were more susceptible to infection. The results further lend credence to the fact that seedlings with tolerance to abiotic stress seem to be more susceptible to *H. annosum*.

In this study, we selected a set of candidate resistant and susceptible full-sib and half-sib families. The resistance ability of their mother trees can be tested further, which will provide promisingly valuable plant materials for genetic breeding programs in Scots pine. We resorted to chemical and transcriptome analysis to understand the inherent resistance to *H. annosum* in Scots pine. The results revealed that resistant genotypes had higher contents of 3-carene, whereas susceptible genotypes had higher concentrations of α-pinene. Terpene composition, especially for α-pinene and 3-carene, also seems to be influenced by the geographical origin of the Scots pine families. Additionally, transcripts associated with abiotic and biotic response interactions were found to be relevant to increased susceptibility of the seedlings. Compared with our previous work on Norway spruce (Liu et al., 2022), the results revealed some commonality and differences in the metabolic pathway for disease resistance in these two conifer species. Overall, our findings indicate that the approach of sampling needle tissue prior to destructive inoculation may have a potential merit for speeding up the large-scale disease resistance screening work.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Author Contributions

FA and ML designed the study. ML performed greenhouse experiments and extracted RNA. MH estimated the heritability. RG and MK conducted terpene detection. ML and KW analyzed the data and drafted the manuscript. FA conceived the study and helped to draft the manuscript. All authors edited and revised the manuscript.

## Funding

The study was supported by the research funding from Academy of Finland (Grant No. 307580) to FA, scholarship from China Scholarship Council (Grant No. 201607960002), and Niemi Foundation (Grant No. 20200006) to ML.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Analysis of Transcriptome and Terpene Constituents of Scots Pine Genotypes Inherently Resistant or Susceptible to Heterobasidion annosum
**Source:** Front Plant Sci. 2022 Jul 13;13:947734. doi: 10.3389/fpls.2022.947734
**Supplement:** Supplementary file 2

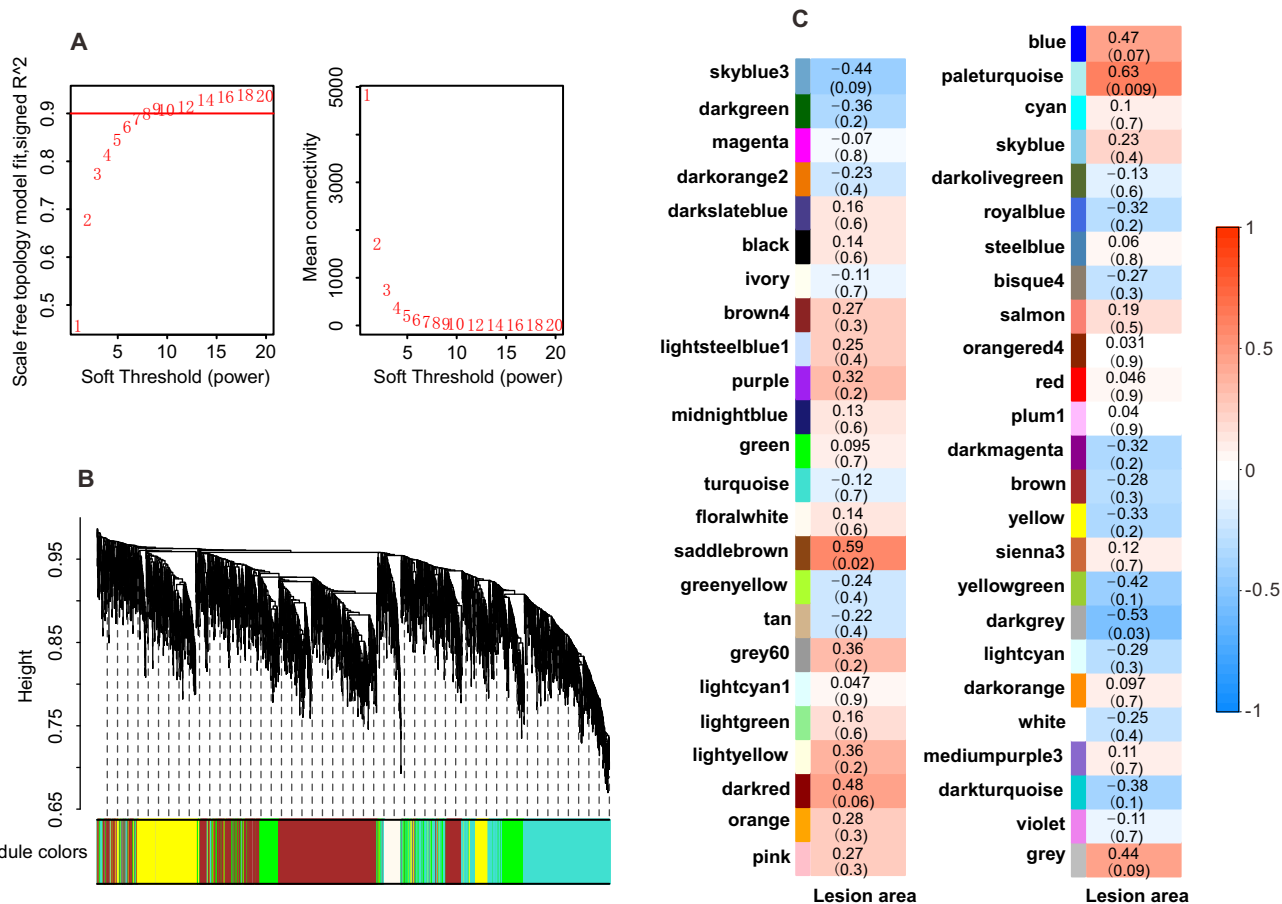

Supplementary Figure 1. Weighted gene co-expression network analysis (WGCNA) in HS and HSpm samples. **(A)** Analysis of network topology for various soft-thresholding powers. Panel (left) shows the scale-free fit index as a function of the soft-thresholding power. Panel (right) shows the mean connectivity as a function of the soft-thresholding power. **(B)** Clustering dendrogram of genes with dissimilarity based on topological overlap, together with assigned module colors. **(C)** Module-trait relationships. Each cell contains the corresponding correlation and p value (in parentheses).

How the deposited data were processed for this re-analysis (not part of the article)

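Needles of 24 Scots pine families were measured by RNA sequencing, with 1 library for each family and equal amounts of RNA from 3 seedlings pooled in each library. The family types FS, HS and HSpm each have 4 resistant and 4 susceptible families, and the family is the unit of replication throughout. The authors removed rRNA reads with SortMeRNA, trimmed with Trimmomatic, assembled the reads de novo with Trinity, aligned them with bowtie2 and estimated abundance on that assembly with RSEM, without a genome. The deposited table holds estimated counts for each Trinity gene in each library, with a protein name for 25.2% of them, and 1 line without an identifier was left out. Judged from the smaller nonzero values, each value is a TPM value with a resolution of 0.01 scaled to the library total. The totals thus carry the depth, while a single value is not the number of fragments of its gene. Protein names are best matches to proteins of other species, and several Trinity genes can carry the same name.

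Library totals were 33.8 to 49.3 M, with a median of 36.3 M. Values were rounded to whole numbers, and transcripts with more than 1 count in at least 4 of the 8 libraries of a family type were tested. Resistant and susceptible families were compared within each family type in R 4.3.3 with edgeR 4.0.16 (TMM normalization, glmQLFit and glmQLFTest), and a DET had a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2. The test over all 24 libraries had family type as a term. Log2 fold changes are susceptible over resistant. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. CPM values are given as mean ± SD over families. As the deposited values have the form of TPM, these CPM values carry its adjustment for transcript length and are not shares of reads. DESeq2 1.42.0 with the same filter and thresholds was run as an alternative. limma 3.58.1 with a trend on log2 CPM values (prior count 2) was added after the form of the values had been seen.

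The tests were tried on simulated data with 200 changed transcripts per family type. Counts were drawn independently for each transcript, so correlation between genes was not simulated. The estimated spread was edgeR's own dispersion of each transcript. At the spread estimated from the libraries, edgeR recovered 28.8% of 16-fold changes in FS, 53.0% in HS and 57.6% in HSpm, and 5.97%, 7.46% and 26.9% of 4-fold changes, with 0, 0 and 2 false calls. DESeq2 recovered 84.8%, 86.4% and 93.9% of 16-fold changes with 300, 226 and 259 false calls, and limma 42.4%, 54.5% and 68.2% with 4, 1 and 5. At a dispersion of 0.05 each tool recovered 100% of 4-fold changes.

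Genes were also compared as 35 lists of protein names, written after Supplementary Tables 7 and 8 had been read and before the data were examined, as were the main tests, the thresholds and the rule for naming genes. Each list was tested with camera of limma at a preset correlation of 0.01 and with an estimated correlation, adjusted over the 35 lists. Camera compares the members of a list with the other tested transcripts. Levels of a list in a library are means of log2 CPM with a prior count of 2. They cover the members that passed the filter over all 24 libraries, a set that can be larger than the one tested within a family type. Phenotypes were compared by exact permutation of the 70 arrangements of 8 labels or, across family types, by permuting labels within family types. The first 2 components of a PCA of the 500 most variable transcripts after variance stabilization were tested in the same way; in the variance stabilization DESeq2 used a local regression for the dispersion where its parametric trend described the values poorly. The hub eigengene is the first principal component of the 58 annotated transcripts of Supplementary Table 8 over the 16 HS and HSpm libraries.

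Genes are named if Figure 5 or the text of the paper names them, if they are among the 5 named transcripts with the largest changes or the 5 with the smallest p in a family type and direction, or if they are among the 4 members with the smallest p of a list that passed; values of Supplementary Table 7 had been seen when the rule was written. Alternatives covered the tool, the normalization, the filter, the fit, the fold threshold, robust dispersion, sums over Trinity components, the father code as a block in HS, the correlation in camera, the transformation and leaving out each family. GO enrichment was not run because the table holds no GO terms, and the modules of the co-expression network were not built again. Lesion areas come from Table 1 of the paper. Reads, genetic parameters and the greenhouse measurements were not analysed here.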

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

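The tests on family 33, the counts of transcripts present in a few libraries, the choice of xyloglucan endotransglucosylases and histones from among the lists, the fits without the 6 libraries that hold transcripts of their own and the limma counts were tests chosen only after the result was seen, and the tests on morning and evening clock genes, on splits by DESeq2 or by lists, and on components of the DESeq2 calls were added after the first fits but before their own values were seen.

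In 42 groups of 4 libraries each, 7 had a library far from the other 3, and chance gives about 1 in 20. The library total was 35.4 M in resistant HS family 111 and 43.0 to 44.3 M in the other resistant HS families. The share of the most abundant transcript was 5.43% in resistant HSpm family 302 and 6.59 to 6.73% in the others of its group. On the first principal component of FS, susceptible family 33 scored 55.16 and the others of its group -20.67 to -11.69. Retroelement transcripts took 4790 CPM in family 33, against 128 to 826 in the other susceptible FS families, and 677 CPM in susceptible HSpm family 307, against 118 to 159. Transcripts with names of fungal proteins took 119 CPM in susceptible FS family 13, against 70 to 76.6, and 684 CPM in susceptible HSpm family 311, against 84.7 to 171.

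The effect of phenotype differed between family types for heat shock proteins, by 0.61 in mean log2 CPM between HS and the mean of FS and HSpm (permutation within family types, p = 0.0113; adjusted p = 0.0793 over the 35 lists). For the hub eigengene it differed by 1.89 SD units between HS and HSpm (permutation within family types, p = 0.00163). The hubs were selected on these libraries, so this p is not independent evidence. The heat shock list and the choice of HS followed the paper's tables of the same libraries, so the p for heat shock proteins is not independent either. Outside the genes the paper discusses, xyloglucan endotransglucosylases had a median log2 fold change of 0.60 in HS (adjusted p = 5.86e-10 from camera with the preset and 0.0407 with an estimated correlation) and histones of -0.30 in HSpm (1.15e-06 and 0.152, so that call is lost with an estimated correlation). In the 6 libraries of families 86, 5, 184, 168, 302 and 307, 64699 transcripts were above 0 that were at 0 in the other 18, while 4183 were above 0 only in those 18. Among 63298 transcripts seen in a single library, 96.4% were in these 6. Each group of 4 families has 1 of them, and whether they were prepared or sequenced apart is not stated in the labels.

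Heat shock proteins rose in susceptible HS, where 19 lists passed camera, against 18 in the next highest split of the 8 libraries (1 of 35 splits as high), but the lists were written after the paper's tables of the real split had been read, so this number does not exclude chance. A different hour of sampling stays open: the 43 clock transcripts had a median log2 fold change of 0.091, and although this lies under the bound of 0.2 set for rejecting it, that bound was a poor choice, since 27 members were higher and 16 lower in susceptible families and such a median decides nothing. Morning minus evening clock genes, sorted by words in their names, gave -0.38 (95% interval -1.61 to 0.35). That interval resamples transcripts and not families. The evening set also caught Cryptochrome-2 transcripts and several ELF4-LIKE entries of the same component, so this does not decide the question either. Younger needles may also contribute, since histones, cell cycle genes, xyloglucan endotransglucosylases and lipid transfer proteins rose with medians of 0.39, 0.30, 0.60 and 0.42, the lowest (0.3) lying between the bounds set, although the median of cell cycle genes was 0.11 (camera, adjusted p = 0.128) without the 6 libraries that hold transcripts of their own. The larger totals of resistant HS libraries and the phenotype itself stay among the explanations, as untested, and the father code was used as a block for single transcripts, where it changed no call, but not for the lists.

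Susceptible family 33 had 780 transcripts over 8-fold above every other FS library, with a retroelement share 14.3 times the median of the others. The tables argue against activity of transposable elements alone, since 73 of the 182 raised transcripts with a name were counted as chloroplast or mitochondrial genes. Of these, 9, 5 and 2 match AtMg00860, AtMg00750 and AtMg00820, which may be retroelement copies. Others match chloroplast genes, such as Protein Ycf2 (5), Photosystem II CP47 (4) and RNA polymerase subunit beta (4). An earlier bound for this test (under 50% with transposon names) gave 51.6% and was replaced after it had been seen. The tables also argue against reads from a fungus, since fungal names took 75.9 CPM in this library and 70 to 123 in the others. Genomic DNA carried over into the RNA is a candidate explanation, since the values it needs are there, and no other biological explanation was tested. Without family 33 the median log2 fold change of the retroelement list in FS went from 2.70 to -0.47 (camera, adjusted p = 0.105 before and 0.000489 after; 0.567 after with an estimated correlation).

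DESeq2 called 232 transcripts in FS, 659 in HS and 311 in HSpm where edgeR called 1, 0 and 0 (1819, 4165 and 2295 at an unadjusted p under 0.05), and 493 of the DESeq2 calls had an absolute log2 fold change over 5. Other splits of the same libraries gave DESeq2 up to 403 DETs in FS (25 of 35 splits as high) and up to 313 in HSpm (2 of 35), so chance cannot be excluded there. In HS they gave up to 451 against 659 for the real split, so 1 of 35 splits was as high. This share is under the bound of 0.05 set for rejecting chance, but it is the smallest that 35 splits allow. limma gave 25 for the real HS split and up to 39 in others, so the count of DESeq2 alone does not exclude chance. Alleles or close copies assembled as separate Trinity genes may account for part of the large changes: summed over the 151 components with other tested Trinity genes, the median absolute log2 fold change was 0.71, under the bound of 1 set for it, with 85 components under 1 and 27 at 2.5 or more. The other Trinity genes of these components, however, moved by 0.07 in the direction of the DET (95% interval -0.02 to 0.19; 63 of 147 in the opposite direction), and for this reason, seen after the first test, the explanation was left open. For the 1 DET by edgeR the summed component gave 0.08, a single value that decides nothing for the others, and 335 of the large changes had no other tested Trinity gene in their component.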

How the results depend on the processing

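The limma test, the filter of more than 100 counts, the count of hubs by positive correlations and the fits without the 6 libraries that hold transcripts of their own were tests chosen only after the result was seen; the other alternatives were set beforehand.

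Counts of DETs were moved most by the tool. With edgeR they were 1 higher in resistant and 0 in susceptible FS, and 0 and 0 in HS, in HSpm and over all family types (1819, 4165, 2295 and 4863 transcripts at an unadjusted p under 0.05). DESeq2 gave 115 and 117 in FS, 184 and 475 in HS, 152 and 159 in HSpm, and 118 and 129 over all family types. limma gave 8 and 5 in FS, 8 and 17 in HS, 8 and 13 in HSpm, and 0 and 0 over all family types. In FS the count higher in resistant families was 2 with more than 100 counts, and 0 in the joint fit of 24 libraries, with component sums and without the 6 libraries; the joint fit gave 1 higher in susceptible HS. Leaving out 1 family gave 0 to 2 higher in resistant FS, with 0 without family 59, 33 or 5 and 2 without family 13, and 0 to 1 higher in susceptible FS, with 1 without family 13; in HS and HSpm the counts stayed at 0. The cause was not tested. RLE normalization, no filter, filterByExpr, more than 10 counts, robust dispersion and no fold threshold left every one of these counts as it was, and so did the father code as a block in HS.

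Heat shock proteins in HS stayed higher in susceptible families under each alternative run, with an unadjusted p from camera of 0.0276 with an estimated correlation and of 2.04e-15 to 8.97e-09 in leave-one-out fits. Adjusted over the 35 lists, camera gave 7.53e-10 with the preset and 0.0846 with the estimated correlation, and 3.34e-07 and 0.184 without the 6 libraries, so the call is lost with an estimated correlation. In FS the unadjusted camera p was 0.0248, but 0.167 with an estimated correlation, 0.0544 with component sums and 0.00846 to 0.153 in leave-one-out fits, over 0.05 without family 83, 3, 13, 10 or 5; the cause was not tested. In HSpm the leave-one-out range was 0.129 to 0.807. The difference between HS and the other family types ranged from 0.54 to 0.68 in leave-one-out fits.

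In the PCA, the exact p fell to 0.0286 on the first component of HS with all transcripts and on the first of HSpm with log2 CPM. Leave-one-out ranges were 0.0286 to 1 on the first and 0.0286 to 0.429 on the second component of FS (0.0286 without family 33 and without family 83). In HS they were 0.0286 to 0.371 (0.0286 without family 157, 134 or 111) and 0.0286 to 0.857 (0.0286 without family 202). In HSpm they were 0.0286 to 0.343 (0.0286 without family 308) and 0.0571 to 0.343. The smallest p that 3 against 4 families allow is also 0.0286, and the cause was not tested.

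The hub eigengene difference of 0.76 over 16 libraries was -0.18 in the 8 HSpm libraries (exact permutation p = 0.114), and -0.89 in SD units of its own when the eigengene was computed on those 8 alone (exact permutation p = 0.257). It was 0.69 without the 6 libraries (permutation p = 0.085). Leave-one-out values were 0.66 to 0.86, with a permutation p of 0.0535 to 0.069 without family 184, 157, 134, 111, 165 or 168. The cause was not tested. The count of transcripts that meet the hub thresholds was 118 with absolute and 74 with positive correlations only.

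Among the transcripts named here, none changed direction under the alternatives run for single transcripts. Most were chosen for a small p, a large change or a DESeq2 call in these same libraries, so a kept direction was largely fixed in advance. Component sums were not part of this check, and transcripts that a filter dropped were not counted (221 remained with filterByExpr). DESeq2 brought 207 of 250 past its threshold and limma 15. No paired analysis was possible because no family is in both groups and the fathers shared in HS do not match 1 to 1; they were fitted as a block instead. GO enrichment and its alternatives were not run, since the table holds no GO terms. Depth enters through the filter, below which transcripts were not tested, and was not varied otherwise. In simulated data of the same depth edgeR recovered 28.8 to 57.6% of 16-fold changes at the estimated spread and 100% of 4-fold changes at a dispersion of 0.05. In the simulation the spread between libraries therefore limited the calls. With 1 library for each family, that spread cannot be divided into differences between families and technical noise. A count of 0 does not show that transcripts did not differ.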

Differences from the paper's values

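The limma test and the count of hubs by positive correlations were tests chosen only after the result was seen. Values are taken as different where one is more than 1.5 times the other.

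For FS the paper's supplementary table lists 120 DETs higher in resistant and 120 higher in susceptible families, and edgeR called 1 and 0 at the same thresholds. For HS the paper's values are 187 and 475, against 0 and 0, and for HSpm the paper's are 159 and 161, against 0 and 0 (1819, 4165 and 2295 transcripts at an unadjusted p under 0.05 in FS, HS and HSpm). Of the alternatives set before the data were examined, DESeq2, the paper's tool, lies within 1.5 times the paper's values, with 115 and 117 in FS, 184 and 475 in HS, and 152 and 159 in HSpm. RLE normalization, no filter, filterByExpr, more than 10 counts in 4 libraries, the joint fit, robust dispersion, no fold threshold, component sums, the father code as a block in HS and each leave-one-out fit do not. limma, added after the data were seen, called 8 and 5, 8 and 17, and 8 and 13.

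The paper's count of heat shock transcripts raised in susceptible HS is 22, and edgeR called 0 (48 higher at an unadjusted p under 0.05). Among the alternatives set before the data were examined, DESeq2 called 21, and the others run for this count called 0. Of 611 transcripts with a protein name in Supplementary Table 7, 609 were tested, and all 609 had the paper's direction and an unadjusted p under 0.05. Of them, 1 was a DET by edgeR and 594 by DESeq2. The paper called these transcripts with DESeq2 on the same libraries, so the shared direction and the small p were largely fixed in advance.

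The paper's number of hub transcripts is 72, and 118 passed here with absolute correlations of at least 0.8 and 0.2, the thresholds the paper gives without saying whether they are absolute, and with an eigengene taken from the paper's own annotated hubs. Of the alternatives set before the data were examined, requiring 100 counts in all 16 libraries gave 91, within 1.5 times the paper's value, and requiring them in 8 libraries gave 120, which is not. With positive correlations only, chosen after the values had been seen, 74 passed, which drops 18 of the paper's 58 annotated hubs (40 are among the 74, and 54 among the 118), with 71 when 8 libraries were required and 56 with all 16.

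The paper describes resistant and susceptible samples as separated along the second component in FS, the first in HS and the diagonal in HSpm. The groups overlapped here on each single component. The exact permutation p was 0.0571 on the second component of FS and 0.0571 on the first of HS. It was 0.0571 and 0.0857 on the first and second of HSpm. With all transcripts the first component of HS reached 0.0286, and with log2 CPM the first of HSpm did. Along the diagonal of HSpm the scores of resistant and susceptible families lay apart, as the paper describes, and no test was run on it. Resistant family 296, with a high score on the second component (10.4), had the lowest on the first (-22.98). The paper describes the heat shock transcripts raised in susceptible HS as negligible elsewhere. For the 21 of them found by name in the paper's table, the median of the mean CPM was 44 in susceptible HS, 11 in resistant HS, 9.96 and 12.1 in resistant and susceptible FS, and 11.8 and 13.1 in resistant and susceptible HSpm, so they were lower but present. Over all 213 heat shock transcripts the mean log2 CPM was 1.21 in susceptible HS, 0.61 in resistant HS, 0.42 and 0.51 in resistant and susceptible FS, and 0.61 and 0.48 in resistant and susceptible HSpm.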

Other observations

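In this part, the tests of differences between family types for lists other than heat shock proteins, the fits without the 6 libraries that hold transcripts of their own and the limma counts were chosen only after the result was seen; the splits by edgeR were set before the data were examined, and those by lists and fold changes after the first fits but before their own values were seen.

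Histones rose in susceptible HS, with a median log2 fold change of 0.39 over 215 transcripts, 155 of them higher (camera, adjusted p = 2.13e-07; 0.0646 with an estimated correlation). Cell cycle genes rose by 0.30 over 173 transcripts, 117 of them higher (camera, adjusted p = 0.000416; 0.378 with an estimated correlation). Regulators of the epidermis had a median of 0.39 over 29 transcripts (camera, adjusted p = 0.00196; 0.155 with an estimated correlation), and splicing factors of 0.20 over 61 (camera, adjusted p = 0.00686; 0.0646). Pentatricopeptide repeat proteins, which process organelle RNA, had a median of -0.24 over 4915 transcripts (camera, adjusted p = 0.00686; 0.0654), light-harvesting proteins of -0.24 over 25 (camera, adjusted p = 0.00328; 0.378) and photosystem core proteins of -0.09 over 47 (camera, adjusted p = 0.0179; 0.531). Retroelements had a median of 0.54 over 131 (camera, adjusted p = 0.0468; 0.68). In FS, wax, cutin and suberin enzymes had a median of 0.23, lipid transfer proteins of 0.16 (camera, adjusted p = 0.00788 each) and xyloglucan endotransglucosylases of 0.23 (camera, adjusted p = 0.0232), each with 0.783 under an estimated correlation. Without the 6 libraries that hold transcripts of their own, cell cycle genes in HS had a median of 0.11 (camera, adjusted p = 0.128), light-harvesting proteins of -0.11 (0.177) and photosystem core proteins of -0.08 (0.388), so these calls ended with fewer samples. Others moved the opposite way. Retroelements in HS had a median of 0.78 (camera, adjusted p = 5.35e-05, and 0.46 with an estimated correlation). Light-harvesting proteins in HSpm had one of 0.14 (camera, adjusted p = 0.00268, against 0.586 with all libraries, and 0.74 with an estimated correlation).

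Wax enzymes, lipid transfer proteins, xyloglucan endotransglucosylases, gibberellin-related transcripts and RALF-like peptides had positive medians in susceptible HS and negative ones in susceptible HSpm. The difference between phenotypes in mean log2 CPM was higher in HS than in HSpm by 1.17 for xyloglucan endotransglucosylases, 1.20 for small heat shock proteins and 0.72 for lipid transfer proteins (permutation within family types, adjusted p = 0.0171 each over the 35 lists). It was higher by 0.78 for wax enzymes and 0.72 for heat shock proteins (adjusted p = 0.0184 each in the same test) and by 0.74 for gibberellin (adjusted p = 0.019), and for pentatricopeptide repeat proteins the difference was -0.33 (adjusted p = 0.019). Chaperones of the endoplasmic reticulum, regulators of the epidermis and expansins differed by 0.37, 0.71 and 0.58 (adjusted p = 0.0417 each). Against the mean of FS and HSpm, ERF factors and RALF-like peptides passed, by 0.36 and 1.58 (permutation within family types, adjusted p = 0.0363 each), and heat shock proteins did not (adjusted p = 0.0793). HSpm susceptible families share a northern origin, so these differences between family types are also differences in origin. The lists were written after the paper's tables of these libraries had been read, so their p-values are not independent evidence.

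Per transcript, the interaction of phenotype with family type between HS and HSpm passed for 1 heat shock transcript of 213 (edgeR, adjusted p = 0.0173), with 42 higher and 8 lower in HS at an unadjusted p under 0.05 and 13 when adjusted over the list alone. Between HS and FS edgeR passed 0, with 34 higher and 4 lower at an unadjusted p under 0.05 and 0 when adjusted over the list alone. Without the 6 libraries that hold transcripts of their own, the heat shock list in HS had a median of 0.44 (camera, adjusted p = 3.34e-07; 0.184 with an estimated correlation).

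Splits of the 8 libraries of a family type into 4 and 4 were counted, the real one included. By edgeR, 8 of 35 splits gave at least the 1 DET of FS (highest other 1), and in HS and HSpm, where the real split gave 0 (4165 and 2295 at an unadjusted p under 0.05; 659 and 311 by DESeq2), the highest other splits gave 2 and 4. Over all family types 60 splits were drawn, with 0 DETs for the real one and 1 for the highest other (4863 at an unadjusted p under 0.05, 247 by DESeq2 and 0 by limma). For the FS count chance cannot be excluded; where the real count is 0 every split is at least as high (35 of 35 in HS, 35 of 35 in HSpm and 60 of 60), so these comparisons say nothing. For lists past camera, 11 of 35 splits gave at least the 5 of FS (highest other 17) and 22 of 35 at least the 2 of HSpm (highest other 10), so chance cannot be excluded. With an estimated correlation no split passed a list in FS and none passed more than 1 in HSpm; why so many passed with the preset was not tested. The rank correlation of fold changes between HS and HSpm was -0.0987, and 5 of 1225 pairs of splits gave one as far from 0 (highest other 0.112). This share is under the bound of 0.05 set for rejecting chance. Only this pair of family types was tried, however, the one with the correlation farthest from 0, and another pair of splits went farther, so chance is not excluded.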
